# Stress-induced RNA–chromatin interactions promote endothelial dysfunction

**DOI:** 10.1038/s41467-020-18957-w

**Published:** 2020-10-15

**Authors:** Riccardo Calandrelli, Lixia Xu, Yingjun Luo, Weixin Wu, Xiaochen Fan, Tri Nguyen, Chien-Ju Chen, Kiran Sriram, Xiaofang Tang, Andrew B. Burns, Rama Natarajan, Zhen Bouman Chen, Sheng Zhong

**Keywords:** Molecular biology, Regulatory networks, Diseases

## Abstract

Chromatin-associated RNA (caRNA) has been proposed as a type of epigenomic modifier. Here, we test whether environmental stress can induce cellular dysfunction through modulating RNA-chromatin interactions. We induce endothelial cell (EC) dysfunction with high glucose and TNFα (H + T), that mimic the common stress in diabetes mellitus. We characterize the H + T-induced changes in gene expression by single cell (sc)RNA-seq, DNA interactions by Hi-C, and RNA-chromatin interactions by iMARGI. H + T induce inter-chromosomal RNA-chromatin interactions, particularly among the super enhancers. To test the causal relationship between H + T-induced RNA-chromatin interactions and the expression of EC dysfunction-related genes, we suppress the *LINC00607* RNA. This suppression attenuates the expression of *SERPINE1*, a critical pro-inflammatory and pro-fibrotic gene. Furthermore, the changes of the co-expression gene network between diabetic and healthy donor-derived ECs corroborate the H + T-induced RNA-chromatin interactions. Taken together, caRNA-mediated dysregulation of gene expression modulates EC dysfunction, a crucial mechanism underlying numerous diseases.

## Abstract (web summary)

Global interaction of chromatin-associated RNAs and DNA can be identified in situ. Here the authors report the genome-wide increase of interchromosomal RNA-DNA interactions and demonstrate the importance of such RNA-DNA contacts exemplified by *LINC00607* RNA and *SERPINE1* gene’s super enhancer in dysfunctional endothelial cell models.

## Introduction

Mammalian genomes are extensively transcribed to RNAs, and a portion of RNAs are physically associated with chromatins and thus are termed chromatin-associated RNAs (caRNAs)^1^. However, the structural and functional role of these caRNAs in 3D nuclear organization and transcriptional regulation remains unclear. Despite the increasing evidence supporting that caRNAs play important roles in regulating nuclear function and transcriptional output^2^, most of these studies focused on individual caRNAs^3–5^. In contrast, there is little information on global RNA–chromosomal interactions on a genome-wide scale.

Recent technological developments have made it possible to assay DNA–DNA and RNA–chromatin interactions in situ in a genome-wide manner^6–11^. Among these tools, in situ mapping of RNA–genome interactome (iMARGI) enables all-RNA-versus-the-genome analyses that can simultaneously identify many caRNAs and their respective genomic interaction loci^7,8^. This feature helped to reveal a large number of caRNAs, including those attached to other chromosomes^7,12^. However, it is unknown whether these RNA–chromatin contacts are altered in a dynamic cellular process, and how these interactions impact transcriptional output and functional outcome in the context of health and disease remains unclear.

Endothelial cells (ECs) lining the interface between circulating blood and vascular wall are crucial for the vital function of every tissue and organ with blood perfusion. Many pathological conditions, including the epidemic diabetes that is associated with hyperglycemia and chronic inflammation, can cause EC dysfunction. During EC dysfunction, ECs undergo transcriptional changes that impair homeostatic function (e.g., nitric oxide production and angiogenesis), while inducing pro-inflammatory and pro-fibrotic responses. Although the importance of endothelial dysfunction has been well documented in many diseases^13^, the underlying molecular mechanisms, particularly those involving changes in chromatin organization remain largely unknown. An earlier work has underscored the importance of super enhancers (SEs) in inflammatory transcription in ECs^14^. Our previous work suggests that an enhancer-derived long noncoding RNA (lncRNA) can promote the transcription of endothelial nitric oxide synthase (eNOS) through interchromosomal RNA–DNA interactions^5^. Given that many enhancers are actively transcribed into RNAs that remain bound to chromatins^15^, it is curious what regulatory role these enhancer/SE-embedded caRNAs play in transcriptional regulation of EC dysfunction.

In this study, we leverage time-course iMARGI analysis together with time-course Hi-C and single-cell transcriptome analyses to interrogate how global RNA–chromosomal contacts change in EC dysfunction associated with diabetes, and to what extent these changes impact cell phenotype and function. We first established an in vitro system where we induce EC dysfunction encompassing a robust pro-inflammatory activation and endothelial–mesenchymal transition (EndoMT) phenotype. We then employed a combination of single-cell RNA sequencing (scRNA-seq), Hi-C, and iMARGI analysis to characterize temporal changes in the transcriptome, genomic interactome, and RNA–chromatin interactome. The dysfunctional ECs exhibit a large number of interchromosomal RNA–chromatin interactions, especially among the SEs from different chromosomes. These SEs overlap with key regulatory genes promoting multi-facets of EC dysfunction, including inflammation, extracellular matrix (ECM) remodeling, and EndoMT. Among the emergent interchromosomal interactions in dysfunctional ECs, we identified an interaction involving a SE on chromosome 2 overlapping *LINC00607* (a long intergenic noncoding RNA with unknown function), and a SE on chromosome 7 overlapping *SERPINE1*/PAI-1 (plasminogen activator inhibitor, a crucial regulator in endothelial dysfunction and many vascular diseases)^16^. Perturbing the RNA-chromatin contacts by *LINC00607* knockdown leads to the suppression of *SERPINE1* and other genes contributing to endothelial dysfunction, as well as attenuation of monocyte adhesion and EC senescence. Correlational analysis performed with scRNA-seq data from H + T-treated ECs and diabetic donor-derived ECs reveal that *LINC00607* and *SERPINE1* are co-expressed in the same single cells more often in the dysfunctional ECs than in healthy control ECs. Collectively, our data suggest that RNA–chromatin interactions contribute to transcriptional regulation during endothelial dysfunction, a biological process closely implicated in various diseases.

## Results

### High glucose and TNFα induce EC dysfunction

We first established and characterized an in vitro model of endothelial dysfunction by subjecting human umbilical vein endothelial cells (HUVECs) to high glucose (HG, 25 mM D-glucose) and TNFα (5 ng/mL, to mimic inflammation; H + T) for 3 and 7 days (abbreviated as H + T Days 3 and 7). The control cells were kept in 25 mM mannitol (NM control), denoted as Day 0. This design is based on three premises: (1) hyperglycemia and chronic inflammation are two key culprits in diabetes to cause EC dysfunction^17,18^; (2) the prolonged and combined treatment would induce robust EC changes, encompassing eNOS suppression, pro-inflammatory activation, ECM remodeling, and EndoMT, in which ECs manifest a phenotypic transition into mesenchymal-like cells^19,20^; and (3) the time course will allow temporal mapping of EC changes in transcriptome, genomic interactions, and RNA–genome interactions.

We first characterized this in vitro EC dysfunction model at the single-cell transcriptome level. scRNA-seq revealed that ECs underwent dramatic transcriptional changes under H + T treatment, evident by three separate clusters on the *t*-distributed stochastic neighbor embedding (*t*-SNE) plot corresponding to three different time points, i.e., Day 0, H + T Day 3, and H + T Day 7 (Fig. 1b). However, principal component analysis (PCA) showed that ECs across three time points were not clustered separately (Fig. 1c), implying that ECs remain largely the same population, despite clear differences in transcriptional states. Differential expression analysis identified 457 genes between Day 0 vs. Day 3 (*p* value < 9.72e−27, Wilcoxon test) and 826 genes between Day 0 vs. Day 7 (*p* value < 9.93e−115, Wilcoxon test). Among these differentially expressed (DE) genes, 181 are consistently upregulated and 173 consistently downregulated by H + T treatment (Supplementary Fig. 1).

**Fig. 1:**
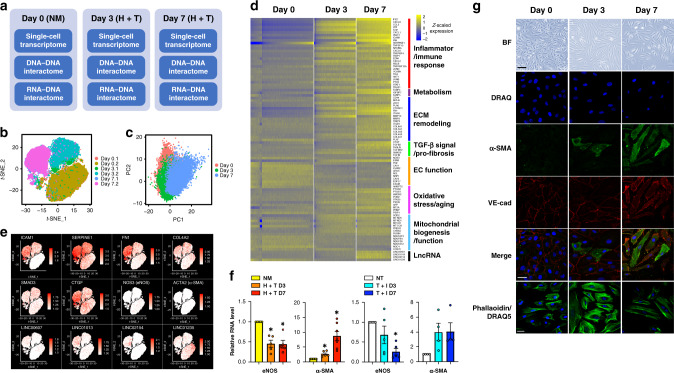
High glucose and TNFα induce a profound gene expression and phenotypic change. **a** HUVECs were treated in biological duplicates as Day 0: 25 mM mannitol as normal glucose and osmolarity control (NM); Day 3: combined treatment consisting 25 mM D-glucose and 5 ng/mL TNFα (H + T) for 3 days; and Day 7: H + T treatment for 7 days. Each group of treated cells was subjected to single-cell RNA-seq (scRNA-seq), Hi-C, and iMARGI assays. **b** *t*-SNE plot of scRNA-seq (4000–15,000 cells per sample) showed clear separation by treatment condition into three distinct clusters. **c** Principal component analysis of scRNA-seq data: single cells are plotted in the first two PC space and are labeled in red (Day 0, i.e., NM), green (Day 3, i.e., 3-day H + T treatment), and blue (Day 7, i.e., 7-day H + T treatment). **d** Expression heatmap (*z*-scaled) of top DE genes in single ECs grouped into functional pathways. Cells were ordered by increasing *SERPINE1* expression (per each sample separately) and binned per 100 cells for the analysis. A total of 269 bins in Day 0, 177 bins in Day 3, and 148 bins in Day 7. **e** *t*-SNE plots of the expression level of selected genes in each single cell across the time course. The RNA levels are represented by log-normalized unique molecular identifier counts. **f** mRNA levels of eNOS and α-SMA in NM vs. H + T-treated HUVECs and cells untreated (NT) or treated with TGF-β (10 ng/mL) and IL-1β (5 ng/mL; T + I) for 3 or 7 days. The respective control was set as 1. Relative eNOS level: data represent mean ± SEM from five independent experiments; relative α-SMA level in H + T treatment: data represent mean ± SEM from seven independent experiments; relative α-SMA level in T + I treatment: data represent mean ± SEM from four independent experiments. *P = 0.0067, 0.0087, 0.0057, and 0.0017 from left to right based on ANOVA with Bonferroni as post hoc test. **g** Cell morphology under bright field (BF), immunofluorescent staining of α-SMA, and VE-cadherin (VE-cad), phalloidin staining of cytoskeleton, and DRAQ5 (DRAQ) staining of the nuclei. Representative images from five independent experiments are shown. Scale bar of BF = 100 µm; scale bars of (immuno)fluorescent staining = 50 µm. Source data are provided as a Source data file.

Subsequent pathway enrichment analysis of DE genes demonstrated a significant enrichment of key pathways contributing to endothelial dysfunction, with a number of genes induced to promote inflammatory response (e.g., intercellular adhesion molecule (*ICAM1*), monocyte chemoattractant protein 1 (encoded by *CCL2*), PAI-1 (encoded by *SERPINE1*)), ECM remodeling (e.g., fibronectin (*FN1*) and collagens (*COL4*, *COL5*, and *COL8*)), and transforming growth factor (TGF-β) signaling and fibrotic pathways (e.g., *TGFB1*, *TGFB2*, *SMAD3*, and connective tissue growth factor (*CTGF*)), while eNOS, encoded by *NOS3*, and many EC function markers decreased (Fig. 1d, e and Supplementary Table 1). In addition to protein-coding genes, several lncRNAs were also detected as DE genes. These include the H + T-upregulated *LINC00607, LINC01013*, and *LINC02154*, and the downregulated *LINC01235* (Fig. 1d, e).

scRNA-seq data also revealed the heterogeneity of EC transcriptomic changes. For example, the expression of EC hallmark gene eNOS was significantly decreased by H + T, evident not only by the reduced average mRNA level in single ECs, but also by the lowered percentage of ECs that express eNOS, following a time-dependent manner. In the same time course, pro-inflammatory and pro-fibrotic genes (e.g., *ICAM1, FN1*, and *SERPINE1*) were increased in mRNA levels in single ECs and in percentage of ECs with positive expression across time (Fig. 1d, e). We also observed varied patterns of transcriptional changes among DE genes engaged in different molecular pathways and cellular functions. The most robust induction was in the pro-inflammatory genes. For instance, *ICAM1* was detected in <2% of control ECs at Day 0, in 68% of ECs at Day 3, and 89% of ECs at Day 7. Similar but less drastic dynamics were observed for genes involved in ECM organization and remodeling. For example, *FN1* was expressed in 36% of control ECs, which increased to 73% by Day 3 and then to 95% by Day 7. In contrast, the mesenchymal marker smooth muscle cell actin (α-SMA, encoded by *ACTA2*) was induced in a much slower pattern, i.e., from 0.2% of control ECs to 1.4% of cells after 7 days of H + T treatment (Fig. 1e). These results suggest a time-dependent signaling cascade initiated by a strong inflammatory response, which relays to substantial ECM remodeling and eventually perpetuates TGF-β signaling and EndoMT.

To characterize the EC changes at the cellular level and confirm that H + T-treated cells undergo an EndoMT process, we verified the expression of eNOS and α-SMA in bulk ECs using quantitative PCR (qPCR; Fig. 1f). As a positive control, we treated ECs with TGF-β and interleukin 1 beta (IL-1β), which has been demonstrated to induce EndoMT^21,22^. Both treatments caused apparent morphological changes in ECs, accompanied by suppression of eNOS and induction of α-SMA at mRNA levels, with H + T inducing a stronger EC morphological change and a higher induction of α-SMA (Fig. 1f, g and Supplementary Fig. 2). Consistently, α-SMA was also progressively increased at the protein level by H + T, as visualized by immunofluorescent staining, while VE-cadherin (VE-cad), an EC-specific membrane marker, remained expressed in ECs (Fig. 1g). The morphological change is also evident by phalloidin staining of cytoskeleton, which demonstrates that ECs with the typical classic cobblestone, began to transition into mesenchymal-like spindle shape by 3 days, which became more distinguished by 7 days (Fig. 1g). Following experiments, including Hi-C and iMARGI assays were performed with ECs treated by the same H + T condition in the same time course (i.e., Days 0, 3, and 7, Fig. 1a).

### Lack of significant changes in 3D genome organization in ECs

We investigated whether H + T induced any changes in the 3D genome structure by using in situ Hi-C. Among 164,585,295 uniquely mapped read pairs on average from each time point, the proportions of intrachromosomal read pairs were 92.6%, 91.4%, and 93.8% at Days 0, 3, and 7, respectively, which did not exhibit a trend of change over time (Fig. 2a). The Hi-C-derived A/B compartments and topologically associated domains (TADs) did not exhibit notable changes either (Supplementary Fig. 3a, b). To assess the degree of TAD changes at the genome scale, we calculated the Measure of Concordance (MoC)^23^ between every two time points (Supplementary Fig. 3c). The MoCs of the three pairwise comparisons were all categorized as highly concordant based on the cutoff of MoC > 0.75 as recommended^23^. These data suggest that H + T did not significantly perturb the major 3D genome features. The lack of genome-wide changes in 3D genome structure is consistent with the observation that the single-cell transcriptomes remained a single cluster in the same time course (Fig. 1c).

**Fig. 2:**
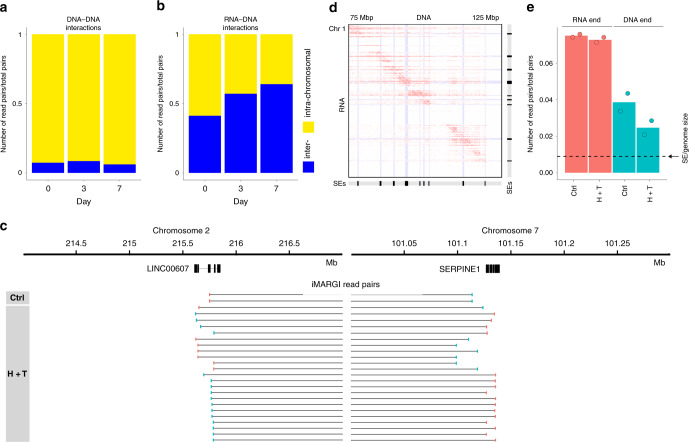
Overview of time-course Hi-C and iMARGI data. **a**, **b** Proportions of intrachromosomal (yellow) and interchromosomal read pairs (blue) in Hi-C (**a**) and iMARGI data (**b**) at the three time points (columns). **c** An example of interchromosomal iMARGI read pairs mapped to chromosome 2 near *LINC00607* (left) and chromosome 7 near *SERPINE1* (right). The RNA end (pink) and the DNA end (green) of each read pair is linked by a horizontal line. **d** Examples of overlapping iMARGI read pairs on a contact matrix from the RNA end (rows) to the DNA end (columns) with SEs (marked in light blue and in SE tracks) in control (Day 0) ECs. Genome region: chr1:75,000,0000–chr1:125,000,000. Resolution = 200 kb. **e** Proportions of iMARGI read pairs with the RNA ends (pink) or the DNA ends (green) in Day 0 (Ctrl) and Days 3 and 7 (H + T) ECs mapped to HUVEC SEs. Dotted line: the relative size of HUVEC SEs compared to the size of the genome. Source data are provided as a Source data file.

### Changes of RNA–chromatin interactions in dysfunctional ECs

Next, we asked whether H + T induces any changes in RNA–chromatin interactions. We subjected ECs of the same H + T treatment to genome-wide RNA–chromatin interaction profiling by iMARGI. To account for biological variability, we repeated the experiment and generated a second iMARGI dataset from Day 0 to Day 7 ECs (Supplementary Table 2). We describe two types of robustness analyses within the results, based on (1) comparing the H + T-induced changes between Days 7 and 0, each with two biological replicates, and (2) merging and splitting the two time points after treatment (Days 3 and 7) for comparison with Day 0.

In the control ECs (Day 0), 34.4% of the uniquely mapped iMARGI read pairs were interchromosomal read pairs, which is on a comparable scale but smaller than the previously reported 52% in human embryonic kidney cells^7^. After treatment, interchromosomal read pairs increased to 62.7% (Days 3 and 7 combined; *p* value = 1e−4, d.f. = 1, chi-square test). Consistently, when we separately analyzed the three time points, the trend of increase from Day 0 to Day 3 persisted through Day 3 to Day 7 (Fig. 2b, c). Thus, H + T treatment induced interchromosomal RNA–chromatin interactions in ECs. Such a pronounced change is in contrast to the lack of 3D genome structural changes (Fig. 2a and Supplementary Fig. 3), begging the question whether the interchromosomal RNA–chromatin interaction changes contribute to the observed transcriptome changes in the same time course (Fig. 1).

### Enrichment of SE-derived RNAs in chromatin-associated RNAs

We asked whether the RNA transcripts from intergenic regulatory sequences, such as enhancer RNAs (eRNAs) are a major component of caRNAs. To this end, we obtained the coordinates of 63,758 HUVEC enhancers from EnhancerAtlas^24^ and 912 HUVEC SEs from dbSUPER^25^. Read 1 and read 2 of each iMARGI read pair are referred to the RNA end (read 1) and the DNA end (read 2), because they are converted from the RNA and the DNA^7^. A total of 7,704,090 (10%) iMARGI read pairs had their RNA ends mapped to enhancer regions. Compared to the total length of enhancers in HUVEC (120,382,426 bp, ~3.9% of the genome), eRNA–DNA read pairs are enriched in iMARGI data (odds ratio = 2.7, *p* value < 2.2e−16, d.f. = 1, chi-square test; Supplementary Fig. 4a), suggesting eRNA–chromatin interactions as a major component of RNA–chromatin interactions. Furthermore, 5,936,114 (7.6%) of iMARGI read pairs had their RNA ends mapped to SE regions, whereas the total length of SEs (28,277,698 bp) only accounts for 0.9% of the genome size (odds ratio = 9, *p* value < 2.2e−16, d.f. = 1, chi-square test; Fig. 2d, e), suggesting that caRNAs are even more enriched in SEs than in enhancers.

To test whether the detected enrichment is sensitive to the precise boundaries of SEs, we extended the boundary of the SE to the boundary of the overlapping gene whenever a SE is fully embedded in a gene. This boundary extension resulted in 875 HUVEC SEs, covering 3.1% (94,493,925 bp) of the genome. These extended SEs accounted for 15.1% of the RNA ends of iMARGI read pairs, representing 4.9-fold increase of odds than genome average (odds ratio = 5.6, *p* value < 2.2e−16, d.f. = 1, chi-square test). The enrichment in the extended SEs (odds ratio = 5.6) remained greater than the enrichment in all enhancers (odds ratio = 2.7), suggesting that the enrichment of caRNAs in SEs is not sensitive to the precise boundaries of SEs. Taken together, iMARGI-identified caRNAs were enriched with eRNAs and even more enriched with transcripts from SEs, i.e., seRNAs. From here on, our analysis was based on the SEs with extended boundaries. We call a SE as *geneSE*, where *gene* is the gene (or one of the genes) overlapping with this SE. We call SE-derived caRNAs as se-caRNAs.

### Emergence of a RNA–chromatin interaction network among SEs

More than 17% of the iMARGI read pairs have either the RNA or DNA end mapped to SEs. The SEs were 1.7-fold more likely to be mapped by the RNA ends than the DNA ends (*p* value = 0.05, *t* test), suggesting that SEs contribute to caRNAs more often than being the genomic targets of caRNAs. More iMARGI read pairs mapped to SEs as compared to genome average (odds ratio = 6.5, *p* value < 2.2e−16, d.f. = 1, chi-square test). This enrichment suggests a subnetwork composed of SEs in the RNA–chromatin interactome^26^.

To characterize this subnetwork, we counted the number of iMARGI read pairs between any two SEs and normalized these counts by the total number of uniquely mapped read pairs in each sample. A pair of SEs was called interacting when their normalized counts were above the 95th percentile of all the normalized counts at Day 0. This analysis resulted in 1787, 2777, and 3785 interacting SE pairs at Days 0, 3, and 7, respectively (Supplementary Fig. 4d, e). Among these identified SE interactions, the number of interchromosomal SE pairs increased from 506 (Day 0) to 2139 (Day 3) and subsequently to 3253 (Day 7; Supplementary Fig. 4b, d). In comparison, the number of intrachromosomal interactions did not increase (Supplementary Fig. 4b, e). These data suggest that some changes of gene expression in dysfunctional ECs are caused by interchromosomal RNA–DNA interactions between SEs, i.e., an interchromosomal RNA activation hypothesis.

### Hubs of interchromosomal RNA–DNA interaction networks

To provide further clues to test this hypothesis, we aimed to identify a small portion of the SE interactions likely more important for EC dysfunction. The degree distribution of these SE networks followed the power law (Supplementary Fig. 4c). Thus, these SE networks are hierarchical networks with a small number of highly connected central nodes (a.k.a. hubs)^27,28^. We identified the hubs as those SEs with degrees 60 or greater (≥95th percentile of all the degrees). This analysis resulted in 1, 14, and 25 hubs involved in 130, 1652, and 2514 interchromosomal connections at Days 0, 3, and 7, respectively (Fig. 3a).

**Fig. 3:**
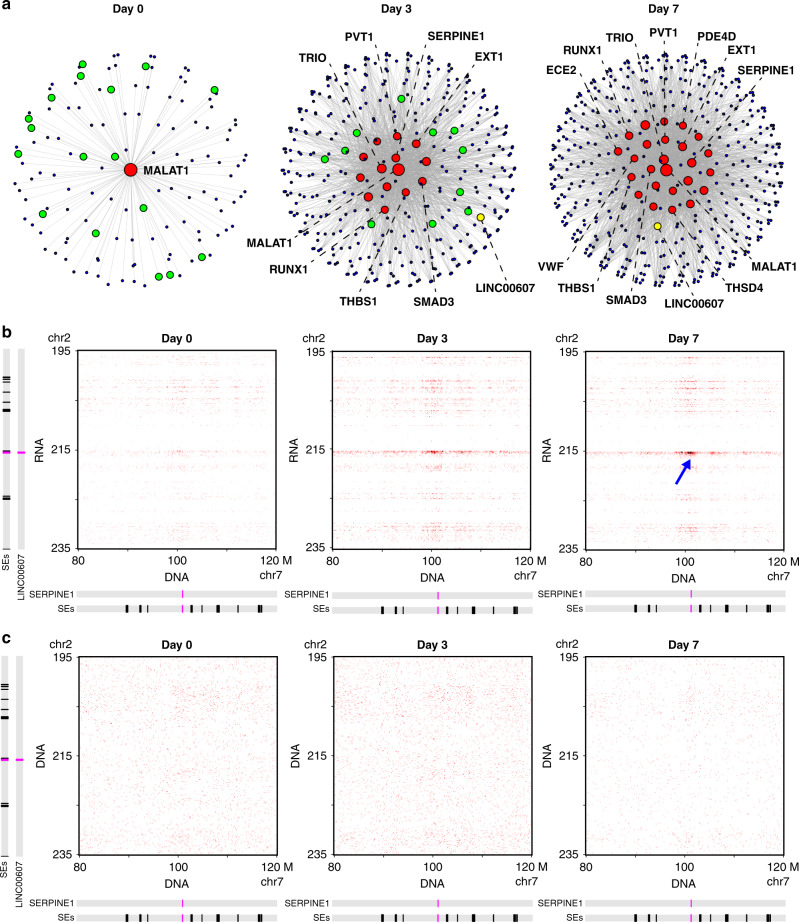
Hub SEs induced by H + T contain driver genes of EC dysfunction. **a** Interchromosomal RNA–chromatin interaction networks. Each node is a SE. Each edge is an interchromosomal interaction between two SEs. Red nodes: hub SEs. Green nodes: SEs that became hub SEs at the next time point. Yellow node: *Linc607SE*. The SEs that contain EC dysfunction-related genes are marked with the gene name. **b**, **c** Contact matrices between chromosome 2 (195–235 Mb) and chromosome 7 (80–120 Mb). **b** iMARGI derived contact matrices from the RNA (rows) to DNA (columns) in Days 0 (left), 3 (middle), and 7 (right) ECs. Blue arrow: interactions between *Linc607SE* and *Serpine1SE* established at Day 7. **c** Hi-C derived contact matrices. Locations of SEs, *LINC00607*, and *SERPINE1* are marked on the left and at the bottom. Resolution = 200 kb.

The only hub SE on Day 0 overlapped with *MALAT1*. Following the rule defined above, we call this *Malat1SE*. The large number of caRNAs transcribed from *Malat1SE* is expected because the *MALAT1* lncRNA interacts with a large amount of transcription active genomic regions^29^. The number of hubs increased from 1 (Day 0) to 14 (Day 3) and to 25 (Day 7; Fig. 3a). Furthermore, every hub of the preceding time point appeared as a hub in the following time point. Such continuity is reproduced in biological replicates (Supplementary Fig. 4f). These data suggest a continuous expansion of hubs over the progression of EC dysfunction.

### H + T-induced hub SEs contain driver genes of EC dysfunction

We next asked whether the emergent hubs in the H + T treatment time course contribute to EC dysfunction. The H + T-induced hub SEs included *Serpine1SE*, *Fndc3bSE*, *Thbs1SE*, *Pvt1SE, Smad3SE, Runx1SE*, and *VwfSE* (Supplementary Table 3). The genes embedded in these hub SEs encode key activators of inflammation and thrombosis, including *SERPINE1*, *THBS1*, and *VWF*, all of which have also been shown to be elevated in diabetes^30–34^, inhibitors of angiogenesis, including *THBS1*^31^ and *RUNX1*^35^, drivers of EndoMT including *SMAD3*^20^, and several others promoting EC dysfunction including *TRIO*^36^, *EXT1*^37^, and *PDE4D*^38^ (Fig. 3a). Thus, the genes embedded in the H + T-induced hub SEs are critical to the transition from healthy to dysfunctional ECs, constituting a core feature of the interchromosomal RNA–chromatin interactome.

### Inhibition of selected caRNA suppresses EC dysfunction

The aforementioned data, together with our previous study^5^, suggest a model in which interchromosomal RNA–chromatin interactions activate critical genes in the target genomic regions to contribute to EC dysfunction. To test this thesis, we perturbed the RNA–chromatin interaction between two SEs by inhibiting the ncRNA transcribed from a SE. Among all the H + T-induced interacting SEs, 26 SEs do not contain any coding gene and contain at least one lncRNA gene. Among the lncRNAs contained in these SEs, only *LINC00607* was reported as a H + T-induced lincRNA by scRNA-seq analysis with a threshold of FDR < 1e−32 (Fig. 1d, e).

The SE containing *LINC00607* is *Linc607SE* (Supplementary Fig. 6), which did not interact with the hub SE (*Malat1SE*) in control ECs (Day 0), but exhibited H + T-induced interactions with several hub SEs, including *Serpine1SE* (Fig. 3a, b and Supplementary Fig. 5). *Serpine1SE* contains the *SERPINE1* gene, which encodes PAI-1, a key regulator of EC dysfunction linking hyperglycemia, inflammation, and EndoMT^16,22^. *SERPINE1* is also one of the top H + T-induced genes in ECs from scRNA-seq (Fig. 1d, e). Notably, Hi-C data did not reveal interactions between *Linc607SE* and *Serpine1SE* in ECs from any time point (Fig. 3c).

To test whether the transcripts derived from *Linc607*SE have an effect on H + T-induced *SERPINE1* expression, we designed two locked nucleic acid (LNA) GapmeRs targeting LINC00607 (Fig. 4a). Both LNAs significantly reduced the RNA levels of LINC00607 in H + T-treated HUVECs (Fig. 4b). *SERPINE1* expression was also reduced by both LNA1 and LNA2, although only the reduction by LNA1 reached the statistical significance of *P* < 0.05 (Fig. 4b).

**Fig. 4:**
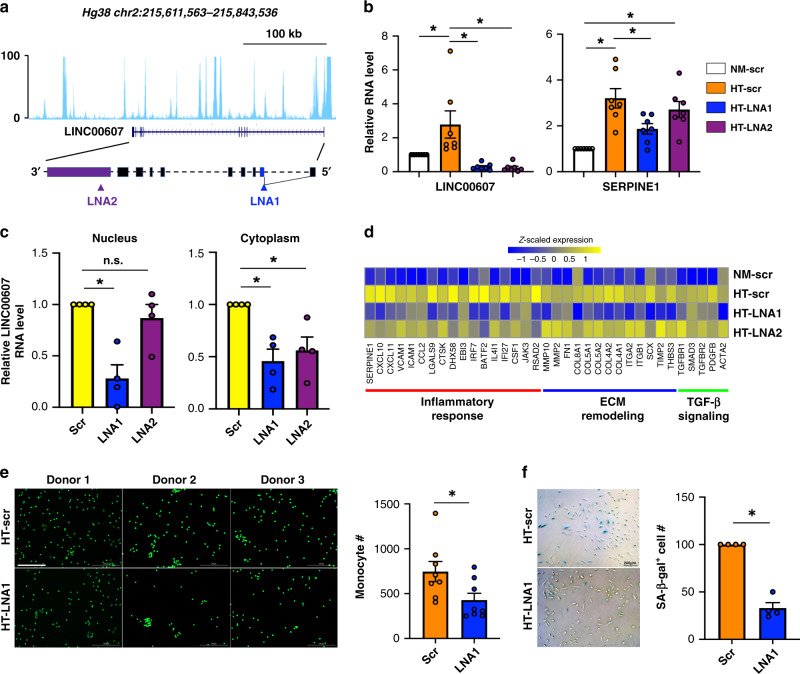
Inhibition of *LINC00607* attenuates SERPINE1 induction and EC dysfunction. **a** Illustration of *LINC00607* genomic locus and gene structure and LNA GapmeRs targeting of LINC00607 RNA. **b** HUVECs were transfected with scramble (scr) or two LNAs targeting LINC00607. LINC00607 RNA and SERPINE1 mRNA levels were quantified. Data represent mean ± SEM from seven independent experiments. **c** qPCR of LINC00607 in subcellular fractionations of HUVECs transfected with scr, LNA1, or LNA2. Data represent mean ± SEM from four independent experiments. **d** RNA-seq was performed with cells transfected as in **b** in biological replicates. Heatmap is plotted based on *z*-scaled log-transformed gene expression levels. **e**, **f** ECs transfected with scr or LNA1 and then treated by H + T were used in **e** monocyte adhesion assay and in **f** SA-β-gal assay. In **e**, the number of attached monocytes to ECs were quantified. Data represent mean ± SEM from eight independent experiments performed with peripheral blood-derived monocytes from four individual donors. Representative images show the attachment of fluorescently labeled peripheral blood-derived monocytes to ECs for experiments performed with monocytes from three different donors. In **f**, ECs with positive β-gal staining were quantified. The positively stained cell number in scr control was set to 100 (%). **f** Data represent mean ± SEM from four independent experiments respectively. Scale bar = 200 μm. * denotes *p* = 0.0289, 0.0013, 0.001, 0.0001, 0.0025, and 0.024 from left to right (in **b**) and *p* = 0.0023, 0.0079, and 0.0249 from left to right (in **c**) between indicated groups based on ANOVA followed by Bonferroni post hoc test (in **b** and **c**); *p* = 0.0039 (in **e**) and 0.0014 (in **f**), as compared to scr group based on two-tailed paired *t* test (in **e** and **f**). Source data are provided as a Source data file.

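The 35 genes named in the heatmap of Fig. 4d were all tested. The paper shows them for these libraries, and its legend and Methods do not say how they were chosen. They may have been picked for this pattern. Directions, medians, z-scores, and counts of calls over this list, also those adjusted over the list alone, are thus not taken as independent evidence. In HT-scr all 35 were higher than in NM-scr, with a median log2 fold change of 1.13, and 29 were called by edgeR's quasi-likelihood test (31 adjusted over the list alone). With LNA1 all 35 were lower than in HT-scr, with a median log2 fold change of −0.77, and 25 were called (27 adjusted over the list alone). With LNA2 25 were lower and 10 higher, with a median of −0.096, and 9 were called, all lower (10 adjusted over the list alone). The genes called higher with H + T and lower with LNA1 numbered 22, and 9 were called higher with H + T and lower with LNA2. Between LNA1 and LNA2 33 of the 35 were lower with LNA1, and 23 were called (27 adjusted over the list alone), but only 14 without HT-LNA2 replicate 2. The z-scores followed the steps in Methods, with DESeq2 size factors, means over both replicates, and log2(x + 1). The median z-score was −1.05 in NM-scr, 0.801 in HT-scr, −0.573 in HT-LNA1, and 0.593 in HT-LNA2. The score was highest in HT-scr for 22 genes and in HT-LNA2 for 13. It was lowest in NM-scr for 21 genes and in HT-LNA1 for 14. HT-LNA1 lay below HT-scr for all 35 genes, although for 34 without replicate 1 of each condition. HT-LNA2 lay below HT-scr for 22 of 35 genes, and for 25 with TMM-normalized counts. The number was 27 without replicate 1 of each condition and 24 without replicate 2. By group, HT-LNA2 lay below HT-scr for 15 of 17 inflammatory response genes, 5 of 13 ECM remodeling genes, and 2 of 5 TGF-β signaling genes. MMP10 had a log2 fold change of −1.48 with LNA1 (standard error 0.124, adjusted p = 9.57e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.26 with LNA2 (standard error 0.119, adjusted p = 0.627), and the difference between the LNAs of −1.75 was called (adjusted p = 5.67e-08). CXCL10 fell with both LNAs, by a log2 fold change of −5.99 with LNA1 (adjusted p = 4.64e-08 from edgeR) and −2.74 with LNA2 (adjusted p = 2.14e-05 from edgeR). The HT-LNA1 libraries had only 2 and 4 counts of CXCL10, so the size of its fall with LNA1 is uncertain. DESeq2 did not call the fall of CXCL10 with LNA2 (adjusted p = 0.405), the highest of alternatives whose adjusted p started at 8.56e-27. ICAM1 was lower with LNA1 (−0.81, adjusted p = 1.87e-05 from edgeR). Its fall with LNA2 (−0.44, adjusted p = 0.0413 from edgeR) was not called without any 1 of the HT-scr or HT-LNA2 libraries, with RLE size factors, or with edgeR's filterByExpr (adjusted p from 6.28e-04 to 0.652 over the alternatives). IL4I1 shares 13.1% of its exon bases with NUP62, and reads there were not counted for either gene.

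**Figure D1:**
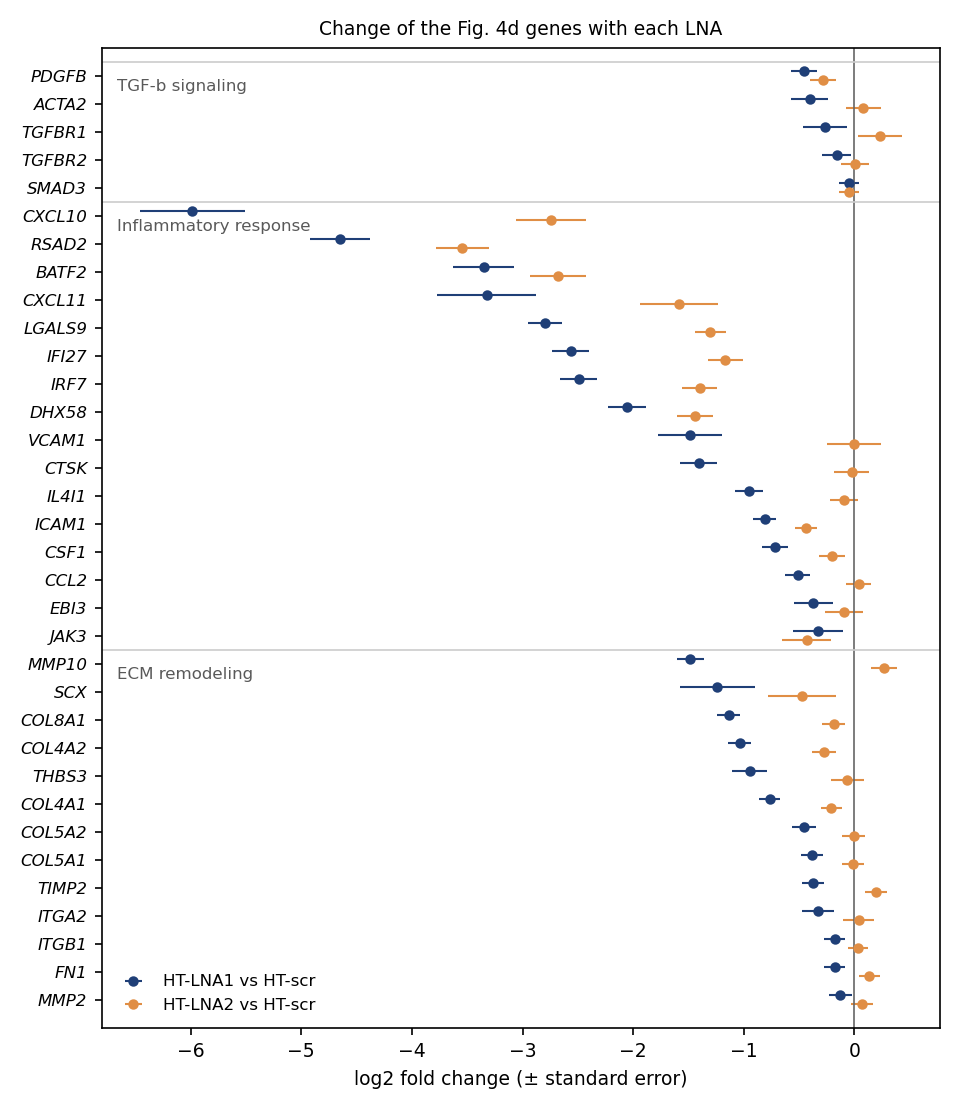
Log2 fold changes relative to HT-scr of 34 of the genes of Fig. 4d with LNA1 (navy) and LNA2 (orange), grouped as in the heatmap. Points are edgeR estimates from 2 libraries per condition and bars are their standard errors. With LNA1 the values run from −5.99 for CXCL10 to −0.05 for SMAD3, and with LNA2 from −3.54 for RSAD2 to 0.26 for MMP10.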

To investigate why LNA2 did not affect the *SERPINE1* expression as efficiently as LNA1, we queried whether the two LNAs exerted differential effects on LINC00607 RNA depending on its subcellular localization. Based on the ENCODE^39^ data, among all the predicted *LINC00607* transcripts, LINC00607:3 is the most abundant and nucleus-enriched transcript in HUVECs, which we confirmed in ECs (Supplementary Fig. 6). It is also the only validated transcript on NCBI (reference sequence: NR_037195.1), which the LNAs were designed to target. Using subcellular fractionation, we found that LNA2 did not inhibit the LINC00607 RNA level in the nucleus as efficiently as LNA1, although both LNAs inhibited the levels of cytoplasmic LINC00607, (Fig. 4c and Supplementary Fig. 6). These data support that nuclear-localized LINC00607 RNA promotes SERPINE1 transcription in dysfunctional ECs.

We also performed RNA-seq to obtain additional information on the effect of LINC00607 knockdown. 

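RNA-seq covered 4 conditions with 2 biological replicates each, which gave 8 libraries. HUVECs, primary endothelial cells from the human umbilical vein, were transfected with a scramble (scr) LNA GapmeR or with LNA1 or LNA2 against LINC00607. A GapmeR is an antisense oligonucleotide that pairs with its target RNA and directs RNase H to cleave it. NM-scr cells received the scramble LNA and 25 mM mannitol, the osmolarity control. HT-scr, HT-LNA1, and HT-LNA2 cells were kept in 25 mM glucose and 5 ng/mL TNFα (H + T) for 3 days. The sample titles of the HT-LNA2 libraries read LNA4, whereas their other labels and the paper read LNA2, and they were analyzed as HT-LNA2. The authors made stranded, polyA-enriched libraries from 200 or 500 ng total RNA and sequenced single-end reads of 50 bases. The authors aligned the reads with STAR to hg38 with the Ensembl GRCh38.84 annotation and deposited the uniquely mapped reads per gene, counted over exons on the reverse strand with featureCounts, without normalization. The total counts per library were 16296813 and 26991262 in NM-scr, 22163568 and 22140465 in HT-scr, 15461005 and 20633411 in HT-LNA1, and 22249475 and 19750822 in HT-LNA2, with a median of 21386938. The replicate libraries of each condition differed by more than the sampling noise, with chi-square values per degree of freedom from 5.99 in HT-LNA2 to 12.0 in HT-scr, so none was counted as the same library. All libraries entered one edgeR model with a mean per condition and TMM normalization, and p values were adjusted over all genes with at least 10 counts in total. Genes with an adjusted p below 0.05 are referred to as called. Normalized counts are counts divided by the TMM-scaled library size and multiplied by its mean over the libraries. The biological coefficient of variation shared by all genes was 9.54%. For a single gene, 2 libraries against 2 cannot give a two-sided exact permutation p below 0.333, so each call rests on the spread estimated across genes. LINC00607 (ENSG00000235770), the target of both LNAs, lies on the minus strand of chromosome 2 of hg38 from 215611563 to 215843722, and its annotated exons cover 5628 bases. It had 482 ± 58.9 normalized counts (SD, n = 2) in NM-scr, 756 ± 75.7 in HT-scr, 71.1 ± 2.57 in HT-LNA1, and 175 ± 22.7 in HT-LNA2. H + T raised LINC00607 with a log2 fold change of 0.66 (standard error 0.146, adjusted p = 0.00533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This rise moved most without NM-scr replicate 2, to 0.53 (adjusted p = 0.117 from the same edgeR test with Benjamini-Hochberg adjustment), and it was also not called without HT-scr replicate 2 (0.55, adjusted p = 0.0599). Over all its alternatives the adjusted p from edgeR, DESeq2 or limma lay between 0.00141 and 0.117. Relative to HT-scr, LNA1 changed LINC00607 by a log2 fold change of −3.41 (standard error 0.178, adjusted p = 1.40e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and left 9.40% of its normalized counts. LNA2 changed it by −2.11 (standard error 0.157, adjusted p = 8.88e-08 from the same edgeR test with Benjamini-Hochberg adjustment) and left 23.1%. The libraries with LNA1 held less LINC00607 than those with LNA2 (log2 fold change −1.30, standard error 0.189, adjusted p = 1.05e-04 from the same edgeR test with Benjamini-Hochberg adjustment). Both falls and the difference between the LNAs stayed called with each library of the conditions compared left out in turn, which assumes that the lone library left in a condition varies like the others.

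**Figure D2:**
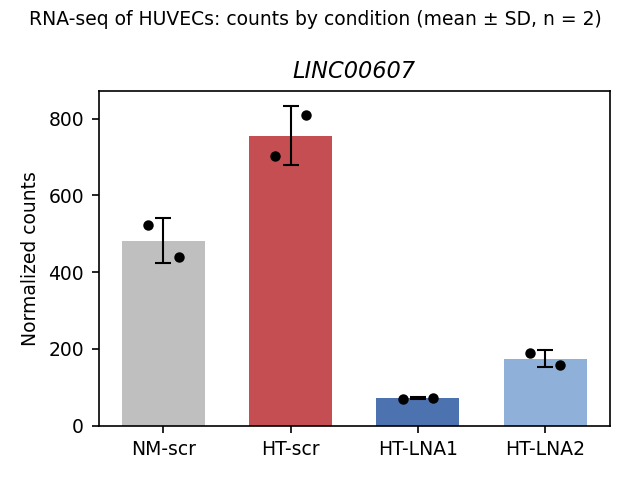
Normalized counts of LINC00607 in NM-scr, HT-scr, HT-LNA1, and HT-LNA2. Bars are means, error bars are SDs (n = 2), and points are the libraries.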

Consistently, RNA-seq confirmed that H + T-induced *SERPINE1* mRNA level was substantially inhibited by LNA1, but not as effectively by LNA2. Moreover, genes known to be regulated by *SERPINE1*, e.g., *FN1* (refs. ^40,41^) and *COL4* (refs. ^40,42^) were also suppressed by LNA1 (Fig. 4d). 

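FN1 (ENSG00000115414) lies on the minus strand of chromosome 2 of hg38 from 215360440 to 215436172, 175 kb from LINC00607. It had 39118 ± 5382 normalized counts (SD, n = 2) in NM-scr, 72085 ± 725 in HT-scr, 63693 ± 311 in HT-LNA1, and 79208 ± 10.3 in HT-LNA2. H + T raised FN1 with a log2 fold change of 0.88 (standard error 0.0943, adjusted p = 2.01e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FN1 was lower with LNA1 than in HT-scr in each library, with a log2 fold change of −0.18 (standard error 0.0936, adjusted p = 0.281 from the same edgeR test with Benjamini-Hochberg adjustment), which is not past the threshold. It was not called in any of 11 alternatives, in which the adjusted p lay between 0.184 and 0.471. With LNA2 the log2 fold change was 0.14 (adjusted p = 0.827 from edgeR). FN1 was lower with LNA1 than with LNA2 (−0.31, adjusted p = 0.0315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without any 1 of the LNA libraries (adjusted p from 0.110 to 0.180 from edgeR). COL4A1 (ENSG00000187498) and COL4A2 (ENSG00000134871) overlap at their starts on opposite strands of chromosome 13, from 110148963 to 110307149 and from 110305812 to 110513027, and the counting separates strands. COL4A1 had 20489 ± 1981 normalized counts (SD, n = 2) in NM-scr, 39752 ± 2131 in HT-scr, 23353 ± 405 in HT-LNA1, and 34427 ± 873 in HT-LNA2. COL4A2 had 41488 ± 251, 75043 ± 7095, 36541 ± 6319, and 61983 ± 2363 normalized counts in the same order. The log2 fold changes with H + T were 0.96 for COL4A1 (adjusted p = 5.88e-07) and 0.86 for COL4A2 (adjusted p = 1.32e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those with LNA1 were −0.77 (standard error 0.0929, adjusted p = 1.17e-05) and −1.04 (standard error 0.107, adjusted p = 1.67e-06) from the same edgeR test with Benjamini-Hochberg adjustment. Both falls were called in every alternative. With LNA2 the falls of −0.21 for COL4A1 (adjusted p = 0.620) and −0.28 for COL4A2 (adjusted p = 0.476) were not called by edgeR. Between LNA1 and LNA2 the log2 fold change was −0.56 for COL4A1 (adjusted p = 3.54e-04) and −0.76 for COL4A2 (adjusted p = 6.83e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the other COL4 genes, COL4A3 had 0 counts and COL4A4 had 1 count over all libraries and were not tested. COL4A5 (ENSG00000188153), with 436 ± 84.5 normalized counts (SD, n = 2) in HT-scr, had a log2 fold change of −0.71 with LNA1 (adjusted p = 0.00965 from edgeR), which was not called without HT-scr replicate 1 (−0.50, adjusted p = 0.0993) or HT-LNA1 replicate 2 (−0.67, adjusted p = 0.0731), and its adjusted p ranged from 5.44e-04 to 0.0993. COL4A6 (ENSG00000197565), with 58.8 ± 2.57 normalized counts (SD, n = 2) in HT-scr, changed by 0.26 with LNA1 (adjusted p = 0.574 from edgeR). With H + T COL4A6 was called lower by edgeR (log2 fold change −0.97, adjusted p = 0.00516), but not without NM-scr replicate 2 (−0.74). COL4A5 changed by −0.11 with H + T (adjusted p = 0.809 from edgeR).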

To link the molecular changes to EC function, we assessed monocyte adhesion to ECs and senescence-associated β-gal staining of ECs, two functional readouts of *SERPINE1* induction^43,44^. In line with the gene expression change, LNA1 suppressed donor-derived monocyte adhesion to HUVECs and the EC senescence marker (Fig. 4e, f). Collectively, these data support that perturbing the RNA–chromatin contacts, exemplified by LINC00607 knockdown, led to the suppression of SERPINE1 and endothelial dysfunction.

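Across the transcriptome, 747 of the 1765 genes called with H + T (42.3%) were called in the opposite direction with LNA1, and 63 were called in the same direction. The opposite calls comprised 380 of the 958 genes that H + T raised and 367 of the 807 that it lowered. With LNA2, 119 of the 1765 genes (6.74%) were called in the opposite direction and 5 in the same direction. The opposite calls with LNA2 comprised 115 of the 958 raised genes and 4 of the 807 lowered ones. The comparisons share the HT-scr libraries, so chance values in these libraries alone produce opposite changes. With H + T and LNA1 each compared with a different HT-scr library, a check added after seeing the data, the shares were 40.4 and 26.1%, with 491 and 465 opposite calls against 58 and 62 in the same direction. With LNA2 the same check gave 8.06 and 6.62%, with 98 and 118 opposite calls against 0 and 42 in the same direction, so the small number in the same direction depended on the HT-scr library. In 20 simulated draws in which the LNAs changed no gene, the share called opposite was 0.00319% on average with LNA1. It was 0.00466% with LNA2, and at most 0.0323% with either. These draws called almost no genes, 0.300 with LNA1 and 0.450 with LNA2 on average, so a share near 0 was fixed in advance. It does not measure what shared libraries add when many genes are called. In 20 other draws the LNA effects were handed to other genes of like expression. The share was then 6.45% on average with LNA1 (5.45 to 7.35%) and 0.682% with LNA2 (0.467 to 0.985%). The share with LNA1 was 27.2% without HT-LNA1 replicate 1 and between 33.0 and 50.9% without any other NM-scr, HT-scr, or HT-LNA1 library. Of the genes called with LNA1, 1236 (60.4%) were not called with H + T, and of those called with LNA2, 70 (36.1%) were not. The paper reasons from these data and from the functional assays. LNA1 lowered the genes of Fig. 4d for inflammatory response and ECM remodeling in the RNA-seq data. In separate experiments it lowered monocyte adhesion and β-gal staining (Fig. 4e, f). From these the paper concludes that knockdown of LINC00607, as a case of perturbed RNA–chromatin contacts, suppressed EC dysfunction. The NF-κB targets were split with LNA1, with 12 higher (3 called) and 11 lower (6 called). Their median log2 fold change was 0.0446 (adjusted p = 0.702 from limma's camera). NOS3, which fell with H + T, was not called with LNA1 (log2 fold change −0.15, adjusted p = 0.502 from edgeR). A fall of the NF-κB set or a recovery of NOS3 with LNA1 was thus not seen.

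**Figure D3:**
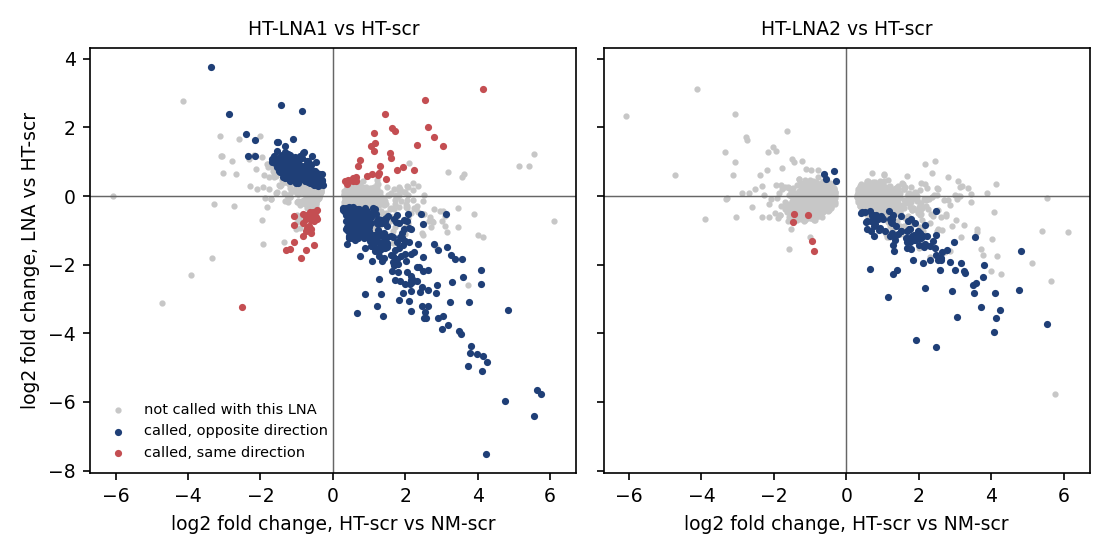
Log2 fold changes of the 1765 genes called with H + T, with the change in HT-scr relative to NM-scr on the x axis and the change relative to HT-scr with LNA1 (left) or LNA2 (right) on the y axis. Blue points were called with the LNA in the opposite direction (747 and 119), red points in the same direction (63 and 5), and gray points were not called with the LNA.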

### Co-expression of *LINC00607* and *SERPINE1* in dysfunctional ECs

To explore an alternative approach for testing the regulatory link between *LINC00607* and *SERPINE1*, we reasoned that if LINC00607 RNA promotes transcription of *SERPINE1* in dysfunctional ECs, we shall expect *LINC00607* and *SERPINE1* co-expressed in the same single cells more often in the dysfunctional ECs than in control ECs. To this end, we compared the number of single cells expressing both *LINC00607* and *SERPINE1* (co-expression+) with the number of single cells expressing only *LINC00607* (co-expression−) between the H + T-treated and the control ECs (diamond dot, Fig. 5b). The H + T-treated ECs exhibited a 9.1-fold increase in the odds of co-expression than the control ECs (odds ratio = 40.7, *p* value < 2.2e−16, d.f. = 1, chi-square test), suggesting that H + T-induced *SERPINE1-*expressing cells tended to coincide with those single cells that expressed *LINC00607*.

**Fig. 5:**
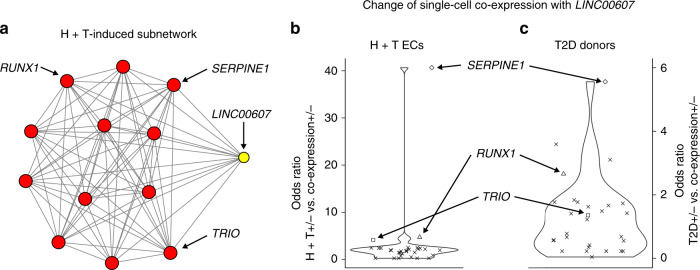
Increased single-cell *LINC00607*–*SERPINE1* co-expression in dysfunctional ECs. **a** H + T Day 7 induced interactions (edges) between *Linc607SE* (yellow node) and hub SEs (red nodes). **b**, **c** Odds ratio (*y*-axis) between single-cell co-expression levels and the health status of ECs, including H + T vs. control ECs (**b**) and diabetic (T2D) vs. healthy vascular endothelium (**c**). Each dot corresponds to a gene in any *Linc607SE*-interating SE (**a**). A large odds ratio corresponds to a positive association between dysfunction (H + T Day 7 for **b** and diabetic for **c**) and the single-cell co-expression of this gene with *LINC00607*. Source data are provided as a Source data file.

Next, we asked whether *Linc607SE*-interacting SEs contained any other genes that also exhibited H + T-induced co-expression with *LINC00607* in the same single cells. We identified all the 30 genes contained in *Linc607SE-*interacting SEs at H + T Day 7 (Fig. 5a) and repeated the association test by replacing *SERPINE1* with every other gene (dots, Fig. 5b). While *SERPINE1* exhibited the largest degree of H + T-induced single-cell co-expression with *LINC00607* (diamond dot, Fig. 5b), 21 genes including *RUNX1* and *TRIO* also exhibited increased co-expression with *LINC00607* in H + T-treated ECs, as compared to control ECs (odds ratio > 1, Fig. 5b). These data suggest that the SEs exhibiting H + T-induced interactions are more likely to co-express their harbored genes in the same single cells in dysfunctional ECs than in healthy ECs.

### Diabetes-associated co-expression in single cells

Next, we asked if vascular endothelium from diabetic donors also exhibits increased co-expression of *LINC00607* and *SERPINE1* in the same single cells, as compared to vascular endothelium from healthy control donors. To this end, we isolated ECs for scRNA-seq from mesenteric arteries from two healthy and two type 2 diabetic (T2D) donors (Supplementary Table 4). One of the T2D donors had over 10 years of diabetic history and the other had untreated T2D, both of which are expected to have impaired EC function.

The diabetic donors’ ECs exhibited a 3.8-fold increase in the odds of co-expressing *LINC00607* and *SERPINE1* than the ECs from healthy donors (odds ratio = 5.6, *p* value = 5e−7, d.f. = 1, chi-square test), suggesting a corresponding increase of single-cell co-expression in diabetes. Compared to the other 29 genes embedded in the 12 *Linc607SE*-interacting SEs, again *SERPINE1* ranked first by odds ratio in both cultured ECs and donor-derived ECs (diamond dots, Fig. 5b, c), revealing another level of consistence of diabetes-associated single-cell transcriptomes with that of our in vitro model. Taken together, diabetic conditions induced consistent single-cell co-expression changes of *LINC00607* and *SERPINE1* in human donor-derived ECs as in our in vitro model. Nevertheless, compared to data from cultured ECs, in which *RUNX1* ranked second by odds ratio, two other genes in iMARGI-identified *Linc607SE-*interacting SEs exhibited stronger single-cell co-expression with *LINC00607* than *RUNX1* in data from donors’ ECs (triangle dots, Fig. 5b, c). These data reveal that our in vitro disease model does not completely recapitulate the molecular changes in T2D patients.

## Discussion

Global changes of RNA–chromatin interaction patterns suggest a global force of nuclear reorganization. Although this global force does not exclude any gene- or sequence-specific mechanisms that specifically tether an RNA to a target genomic sequence, gene- or sequence-specific tethering alone is unlikely to accumulate into the observed global changes.

A conceivable model is a global relaxation of the globular structure of each chromosome, obscuring the boundaries of chromosome territories, thus making the transcripts from one chromosome more likely to diffuse to the spatial proximity of some genomic regions of another chromosome. This model can be checked by three methods. First, assumption: there are two competing physical means to organize the chromatin polymer into a globular structure, specifically fractal globule that does not form local knots and equilibrium globule with local knots that does not allow for a simultaneous global relaxation^45^. This global relaxation model assumes that the chromosomes are folded as fractal globule instead of as equilibrium globule. This assumption is supported by independent confirmations of a reverse linear relationship between the genomic interaction frequencies and the genomic distances^45–48^.

Second, if this global relaxation model were correct, we would expect a decrease in the intrachromosomal DNA contact frequency at any given genomic distance in dysfunctional ECs. Indeed, Hi-C data at Days 3 and 7 exhibited progressive decrease of DNA contact frequency at any given genomic distance (Supplementary Fig. 7a). Furthermore, we would expect to see that TAD structures are weakened in dysfunctional ECs. Indeed, H + T induced progressive decrease of proportions of reads mapped within TADs (Supplementary Fig. 7b).

Third, if the increasing obscurity of chromosomal territories allowed diffusion-based RNA access to a SE on another chromosome, we would expect the spatial distance between RNA-producing genes and the target SEs to decrease. Indeed, the distances between *Linc607SE* and *Serpine1SE* are shortened in H + T-treated ECs based on DNA FISH assay (Supplementary Fig. 8). Finally, because this distance change is mutual, we would expect that the increase of RNA–chromatin interactions is bidirectional. Indeed, both increasing amounts of LINC00607 RNA attached to *Serpine1SE* and increasing amounts of *Serpine1SE* transcripts attached to chromosome 2 near *LINC00607* were detected (Fig. 2c and Supplementary Fig. 5), suggesting that the emergent RNA–chromatin interactions between the two SEs were reciprocal.

In the context of HG and TNFα-induced EC dysfunction, we observed abundant interchromosomal RNA–DNA interactions enriched among SEs that progressively increased as the treatment prolonged (Fig. 2). Specifically, a number of EC dysfunction driver genes (e.g., *SERPINE1*, *THBS1*, and *VWF*) are embedded in the emergent hub SEs for these interactions (Fig. 3). These data are in line with the previous study, emphasizing the central role of inflammatory SEs in transcriptional induction during EC activation, the initial stage of EC dysfunction^14^. Compared to the use of a much shorter time frame (1–4 h) and a high dosage of TNFα in the previous study, our findings provided insights into sustained transcriptional activation involving SE-derived caRNAs that contribute to chronic EC dysfunction in disease states, such as diabetes.

Using one of the emergent SE-derived interacting pairs (i.e., *Linc607SE-Serpine1SE*) as an example, we showed that perturbation of a caRNA, putatively by disrupting the RNA–chromatin interaction, suppressed the H + T-induced *SERPINE1* expression (Fig. 4). Such mode of action is unlikely to be a unique case for one particular gene, as inhibition of *LINC00607* also leads to suppression of other genes embedded in the SEs that exhibited increased interactions with *LINC00607* under H + T treatment, including *TRIO, COL4*, and *THSD4* (Supplementary Table 5). 

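TRIO (ENSG00000038382) lies on the plus strand of chromosome 5 of hg38 from 14143702 to 14532128, and THSD4 (ENSG00000187720) on the plus strand of chromosome 15 from 71096952 to 71783383. TRIO had 3548 ± 537 normalized counts (SD, n = 2) in NM-scr, 5087 ± 62.7 in HT-scr, 3670 ± 253 in HT-LNA1, and 4770 ± 178 in HT-LNA2. H + T raised TRIO with a log2 fold change of 0.52 (standard error 0.109, adjusted p = 0.00340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not called without NM-scr replicate 1 (0.37, adjusted p = 0.104; 1.35e-04 to 0.104 over the alternatives). LNA1 lowered it by −0.47 (standard error 0.109, adjusted p = 0.00779 from edgeR), which was not called without HT-LNA1 replicate 1 (−0.40, adjusted p = 0.0954; 4.27e-04 to 0.0954 over the alternatives). With LNA2 TRIO changed by −0.09 (adjusted p = 0.933 from edgeR). The difference between the LNAs of −0.38 (adjusted p = 0.0268 from edgeR) was not called without HT-LNA1 replicate 1, HT-LNA2 replicate 1, or HT-LNA2 replicate 2 (adjusted p = 0.171, 0.0952, and 0.204; 0.00581 to 0.204 over the alternatives). THSD4 had 3042 ± 126 normalized counts (SD, n = 2) in NM-scr, 4008 ± 412 in HT-scr, 2139 ± 94.7 in HT-LNA1, and 4100 ± 103 in HT-LNA2. Its rise with H + T of 0.40 (standard error 0.103, adjusted p = 0.0166 from edgeR) was not called without NM-scr replicate 1, NM-scr replicate 2, or HT-scr replicate 2 (0.44, 0.36, and 0.29; adjusted p from 0.00636 to 0.246 over the alternatives). LNA1 lowered THSD4 by −0.91 (standard error 0.104, adjusted p = 6.48e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), to 53.4% of HT-scr, and this was called in every alternative. With LNA2 the change was 0.03 (adjusted p = 0.978 from edgeR), and its sign depended on HT-scr replicate 1. THSD4 was lower with LNA1 than with LNA2 by −0.94 (adjusted p = 5.16e-06 from edgeR). The genes that the paper names in emergent hub SEs were also tested as a set of 10 with limma's camera test, adjusted over all set tests. With H + T 9 of the 10 were higher, 4 of them called, with a median log2 fold change of 0.27 (adjusted p = 6.99e-05 from limma's camera). With LNA1 8 of the 10 were lower, with 4 called lower (5 adjusted over the list alone) and 1 called higher, and a median of −0.21 (adjusted p = 0.00534 from limma's camera). The gene called higher was RUNX1 (log2 fold change 0.75, adjusted p = 4.91e-05 from edgeR). The paper also counts RUNX1 among the genes of SEs that interact with the SE of LINC00607. The largest fall in the set was that of VWF (−1.61, adjusted p = 1.53e-07 from edgeR). With LNA2 9 of the 10 were lower, none of which was called by edgeR, and the median was −0.060 (adjusted p = 0.188 from limma's camera). Between LNA1 and LNA2 the set had a median of −0.12 and was not past 0.05 (adjusted p = 0.0705 from limma's camera, 0.0403 to 0.346 over the alternatives), but it was past 0.05 with the replicate number as a block (0.0403) and without HT-LNA1 replicate 2 (0.0440). The calls with H + T and LNA1 held under limma's fry test (adjusted p = 0.00568 and 0.0149) but not with an estimated correlation between genes (adjusted p = 0.0968 and 0.204).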

In line with this data, the correlation analysis using scRNA-seq data from H + T-treated ECs and diabetic donor-derived ECs also showed an increase in the odds of co-expressing *LINC00607* and these genes in the same single cells (Fig. 5). In addition, the effect of caRNAs most likely requires participation of other transcriptional activators (e.g., transcriptional factors and co-activators)^2^ as overexpression of LINC00607 RNA alone did not result in a significant induction of *SERPINE1* (Supplementary Fig. 9). Likewise, the proposed interchromosomal RNA–DNA interaction mechanisms are unlikely to involve one specific lncRNA as there are other lncRNAs embedded in the emergent hub SEs that form increased RNA–chromatin interactions under H + T treatment (Supplementary Table 3). Compared to our previous study suggesting the role of one enhancer-derived lncRNA in transcriptional induction through an interchromosomal RNA–DNA interaction^5^, our current study revealed genome-wide prevalence of these RNA–chromatin contacts and provided evidence to support their functional importance in EC biology. Future studies are warranted to further dissect the molecular mechanisms involving caRNAs, and delineate their functional relevance in health and disease.

The single-cell transcriptome profiles in ECs clearly demonstrate a time-dependent activation of pro-inflammatory response, ECM remodeling, and pro-fibrotic TGF-β signaling (Fig. 1). These disease-driving cell state transitions are a common theme in many diseases, including those with EC dysfunction at play and beyond^49–51^. However, the mechanisms linking inflammation and tissue fibrosis are not well understood. Among the genes embedded in H + T-induced hub SEs, the induction of *SERPINE1*, *THBS1*, and *VWF* typically promotes inflammation, thrombosis, and ECM remodeling^30–34^, while *SMAD3* is a canonical activator for TGF-β signaling and fibrosis^20^ (Fig. 3). The strong and sustained activation of these hub SEs for interchromosomal RNA–DNA interactions may provide a mechanistic link at the 3D genome organizational level to connect these prominent cellular pathways driving various diseases. It would be interesting to explore in future studies whether the observed emergence of SE network can be recapitulated in other cell types and in other disease contexts.

Notably, HG can induce a metabolic memory, i.e., persistent changes detectable even after the switch to normoglycemia^52–54^. Interestingly, although replenishing ECs with control media after 3 days of H + T treatment partially reversed the changes in cell morphology (Supplementary Fig. 10a), and *eNOS* and *ICAM1* mRNA levels, those of *LINC00607* and *SERPINE1* could not be reversed (Supplementary Fig. 10b). These data suggest that the mechanisms involving the RNA–chromatin contacts may be an important, yet poorly elucidated, layer underlying the undesirable metabolic memory associated with diabetic complications.

In conclusion, by using a systems biology approach, our study provides an example of how RNA–chromatin contacts can affect gene expression and cellular states, as exemplified by endothelial dysfunction, a dynamic and vital process underlying a variety of disease.

## Methods

### Cell lines

HUVECs (passages 5–8) from pooled donors were used in this study. The cells have been tested negative for mycoplasma contamination and prescreened to demonstrate stimulation-dependent angiogenesis and key EC signaling pathways. ECs were cultured at 37 °C with 5% CO_2_ in M199 (Sigma M2520) supplemented with 20% FBS (Hyclone, SH30910.02), β-EC growth factor (Sigma, E1388), and 100 units/mL penicillin and 100 mg/mL streptomycin (Thermo Fisher Scientific).

### Cell transfection and stimuli

For LINC00607 knockdown experiments, two antisense LNA GapmeRs specifically targeting two different regions of LINC00607 (NR_037195.1) were designed and purchased from QIAGEN (Supplementary Table 6). LNAs were separately transfected into HUVECs with Lipofectamine RNAiMAX following the protocol provided by the manufacturer. The cells were cultured in M199 complete medium 4–6 h after transfection, and then subjected to HG and TNFα treatment. HG condition was generated by adding D-glucose into the culture media to a final concentration of 25 mM. TNFα was added to the culture media to a final concentration of 5 ng/mL. A total of 25 mM D-mannitol was used as an osmolarity control. Typical EndoMT stimuli TGF-β and IL-1β were added to the culture media at a final concentration of 10 and 1 ng/mL, respectively.

For LINC00607 overexpression, the cDNA of LINC00607:3 isoform was amplified by using SMARTer® RACE 5′/3′ Kit (Takara Bio USA) from HUVEC total RNAs, and cloned into a pcDNA3.1(+) vector. The sequence was confirmed by Sanger sequencing by alignment to NR_037195.1. Plasmid transfection was performed using the Cytofect™ HUVEC Transfection kit (Cell Applications) following the manufacturer’s protocol in 6-well or 12-well plates. Cells were harvested at 48 h post transfection.

### RNA extraction and quantitative PCR

Total RNA was isolated using TRIzol reagent. cDNAs were synthesized using PrimeScript™ RT Master Mix containing both Oligo-dT primer and random hexamer primers. qPCR was performed with Bio-Rad SYBR Green Supermix following the manufacturer’s suggested protocol, using the Bio-Rad CFX Connect Real Time system. All primer sequences used in qPCR amplification are listed in Supplementary Table 6.

### (Immuno)fluorescent staining

HUVEC cells were plated on coverslips (pre-coated with poly-L-lysine and 0.1 M collagen or 50 μg/mL fibronectin solution), and treated with HG and TNF-α, or cultured in control conditions. For VE-cad and α-SMA immunostaining, cells were washed with PBS and fixed with 100% methanol for 15 min in −20 °C. The fixed cells were rinsed three times with PBS for 5 min each and incubated in a blocking buffer containing 5% BSA in PBST (PBS with 0.1% Triton X-100) for 1 h. Mouse anti-human α-SMA antibody (Abcam, ab124964, at 1:500 dilution) and rabbit anti-VE-cad antibody (Abcam, ab33168, at 1:200 dilution) were added to cells in blocking buffer, and incubated overnight at 4 °C. From this step on, cells were protected from light. After rinsing in PBST three times (10 min each), cells were incubated with a cocktail of Alexa Fluor 488-conjugated goat anti-mouse (for α-SMA staining, Fisher, A10680, 1:500 dilution) and Alexa Fluor 555-conjugated donkey anti-rabbit (for VE-cad staining, Fisher, A31572, 1:500 dilution) antibody in blocking buffer at room temperature (RT) for 1 h. Samples were washed three times in PBST for 10 min each, then stained with DRAQ5 (Abcam, AB108410, 1:1000 dilution) in PBST at RT for 15 min. The fluorescence images were taken with an Echo revolve fluorescence microscope.

### scRNA-seq of HUVECs and data analysis

Mannitol control (Day 0), HG + TNF (Day 3), and HG + TNF (Day 7) with biological duplicates were prepared as single-cell samples for sequencing using Drop-seq protocol with 10× Genomics Chromium 3′ expression protocol. There are >60 M reads/sample, 4000–15000 cells/sample. scRNA-seq data have been processed using the standardized pipeline provided by 10× Genomics (v3.0) and aligned to human hg38 reference transcriptome. The R package Seurat (v2.3.4) was used to analyze scRNA-seq data following published guidelines^55^. First, we performed a filtering step using well-established quality control metrics. Rare cells with very high numbers of genes (potentially multiplets), as well as high mitochondrial percentages (low-quality or dying cells often present mitochondrial contamination) were removed. We set the upper threshold for both of those features as the 99th percentile of their distribution in each sample. In addition, cells exhibiting a gene count <300 were filtered out as potential low-quality cells or empty droplets. Filtration led to the removal of ~2% of the total cells (from 60,841 to 59,605 total cells across all the samples).

Next, data were normalized by default in Seurat. We employed the global-scaling LogNormalize method, which normalizes the gene expression measurements for each cell by the cell total expression, multiplies it by a scale factor (10,000 by default), and log-transforms as log(*x* + 1) the result. We selected highly variable genes (HVGs) and scaled the gene expression data for downstream analysis. HVGs were calculated as default in Seurat by using the log(variance to mean ratio) (logVMR) for each gene in the dataset. Genes were then sorted by decreasing logVMR, from which we extracted the top 1000 HVG. Unwanted sources of variation, such as mitochondrial expression and number of detected molecules per cell, were regressed out and the expression of each HVG was scaled to obtain a *z*-score for each gene across all the single cells in the dataset. PCA was performed across all cells and the top 1000 HVGs using the scaled *z*-scored expression values. The first 20 significant PCs were then used as input to the *t*-SNE algorithm. *t*-SNE plots were used also to show the expression level of selected genes in each single cell across the time course. The RNA levels are represented by log-normalized unique molecular identifier (UMI) counts. Values below the 10th percentile and above the 90th percentile were clipped using the appropriate parameters in FeaturePlot.

Differential expression analysis was performed only using the subpopulation of ECs extracted as described above. We used the nonparametric Wilcoxon test (default in Seurat and one of those that globally perform the best according to Soneson et al.)^56^. The test was performed using default parameters in Seurat. Thus, only genes expressed in at least 10% of the cells in a sample were used in the analysis. To extract differentially expressed (DE) genes, the threshold for the log fold-change of the average expression (logFC_avg) between two samples was left to 0.25 (either for upregulated or downregulated genes). We used a pseudocount of 1 (as default) to be added to the averaged expression values when calculating logFC. This prevents extremely lowly expressed genes from dominating the DE analysis. The top DE genes in single ECs were plotted on a *z*-scaled binned expression heatmap. In order to generate the heatmap, we started from the *z*-scaled data and ordered all the cells by increasing *SERPINE1* expression (per each sample separately). Then, cells were binned per 100 cells for the analysis: 269 bins in Day 0, 177 bins in Day 3, and 148 bins in Day 7. Before plotting, we clipped values above 2.5 and below −2.5 as default in Seurat DoHeatmap. Pathway enrichment analysis for DE genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, https://david.ncifcrf.gov/). DAVID uses a more conservative modified one-sided Fisher Exact test for extracting enriched pathways (number of genes in pathway minus 1 in the contingency table). Thus, a modified Fisher Exact *p* value (named EASE score) is used to detect the significant enrichment (EASE score < 0.1 as default).

### scRNA-seq of donor-derived arterial ECs and data analysis

Human tissue studies were conducted on deidentified specimens obtained from the Southern California Islet Cell Resource Center at City of Hope. The research consents for the use of postmortem human tissues were obtained from the donors’ next of kin and ethical approval for this study was granted by the Institutional Review Board of City of Hope (IRB #01046). All work presented was performed in compliance with relevant ethical regulations. T2D was identified based on diagnosis in the donors’ medical records, as well as the measurement of 6.5% or higher of glycated hemoglobin A1c.

Single-cell RNA-seq was performed in human mesenteric arterial ECs in two healthy and two T2D donors, following the procedures we recently described^57^. Briefly, the arterial intima was gently dissociated from the arterial wall using a scalpel. The single-cell suspension and scRNA-seq libraries were prepared as described above. There are >126 M reads/sample and 1800–4400 cells/sample. scRNA-seq data were processed using the standardized pipeline provided by 10× Genomics (v3.0) and aligned to human hg38 reference transcriptome. The R package Seurat (v2.3.4) was used to analyze scRNA-seq data following published guidelines^55^. First, we performed a filtering step using well-established quality control metrics. Rare cells with a very high number of genes (potentially multiplets), as well as high mitochondrial percentages (low-quality or dying cells often present mitochondrial contamination) were removed. We set the upper threshold for the number of genes as the 98th percentile of its distribution in each sample, while the maximum mitochondrial percentage per cell was set at 20%. In addition, cells exhibiting a gene count lower than 300 were filtered out as potential low-quality cells or empty droplets. Filtration led to the removal of ~12% of the total cells (from 12,815 to 11,243 total cells across all the samples).

Next, data were normalized by default in Seurat following the same steps performed for the HUVEC data: (1) global-scaling normalization using the LogNormalize method, (2) selection of HVGs and scaling of the gene expression data, also removing unwanted sources of variation, such as mitochondrial expression and number of detected molecules per cell, and (3) performing PCA across all cells and the top 1000 HVGs using the scaled *z*-scored expression values. The first 20 significant PCs were then used as input to the *t*-SNE algorithm. In order to select ECs for analysis, we performed shared nearest neighbor (SNN) clustering and visually selected clusters showing high expression levels of *CDH5*, which encodes VE-cad (Supplementary Fig. 11). SNN clustering was performed using a resolution of 0.4. In Supplementary Fig. 11c, the RNA levels of *CDH5* are represented by log-normalized UMI counts. Values below the 10th percentile and above the 90th percentile were clipped using the appropriate parameters in FeaturePlot.

Differential expression analysis was performed only using the subpopulation of ECs extracted as described above. We used the nonparametric Wilcoxon test (default in Seurat and one of those that globally perform the best according to Soneson et al.)^56^. The test was performed using default parameters in Seurat. Thus, only genes expressed in at least 10% of the cells in a sample were used in the analysis. To extract differentially expressed (DE) genes, the threshold for the log fold-change of the average expression (logFC_avg) between two samples was left to 0.25 (either for upregulated or downregulated genes). We used a pseudocount of 1 (as default) to be added to the averaged expression values when calculating logFC. This prevents extremely lowly expressed genes from dominating the DE analysis.

### Hi-C

Hi-C was performed using an Arima-HiC kit (Arima Genomics, Inc.) following the manufacturer’s manual. Hi-C data were processed and plotted using HiCtool (v2.2)^58^. Data were normalized with the matrix balancing approach performed by Hi-Corrector^59^ and incorporated into HiCtool. TAD and compartment analyses were performed as well using HiCtool. MoC among TAD boundaries was calculated following the approach, as described by Zufferey et al.^23^ (Supplementary Fig. 3c).

To avoid any bias given by the different sequencing depth among samples, we randomly sampled 190 million read pairs from every Hi-C sequencing library before performing the following analyses. Pearson correlation matrix was derived from the observed/expected contact matrix at 1 Mb resolution, and the eigenvector corresponding to the first principal component of the Pearson correlation matrix was used to identify A/B compartments. We used normalized data binned at 40 kb to calculate the average interaction frequency at each genomic distance between 40 kb and 20 Mb. The curves (one per sample) show this function genome-wide, meaning the average interaction frequency at each distance averaged across all chromosomes (Supplementary Fig. 7a). Supplementary Fig. 7b shows the distributions of the proportions of reads mapped within TADs for all the chromosomes. The proportion of reads mapped within a TAD in a sample was calculated on the normalized data at 40 kb by summing the number of interactions within that TAD and dividing it by the total number of uniquely mapped read pairs in that sample. TAD boundaries were calculated from normalized contact data at 40 kb resolution as well.

### iMARGI assay and data analysis

iMARGI was performed as described in our recent report^7^. Briefly, iMARGI started with crosslinking cells using 1% formaldehyde, collecting nuclei, followed by fragmenting RNA and DNA in nuclei using RNase I and restriction enzyme AluI. A specifically designed linker sequence was introduced to the permeated nuclei to ligate with the fragmented RNA and subsequently ligate with spatially proximal DNA. After the ligation steps, nuclei were lysed and crosslinks were reversed. Nucleic acids were purified and subsequently treated with exonucleases to remove any linker sequences that were not successfully ligated with both RNA and DNA. The desired ligation products in the form of RNA–linker–DNA were pulled down with streptavidin beads. The RNA part of the pulled down sequence was reverse transcribed into cDNA, resulting in a complementary strand of (5′) DNA–linker–cDNA (3′). Single-stranded DNA–linker–cDNA was then released from streptavidin beads, circularized and re-linearized, producing single-stranded DNA in the form of left.half.Linker–cDNA–DNA–right.half.Linker. The two halves of the linker (left.half.Linker and right.half.Linker) served as templates for PCR amplification. The linearized DNA was amplified with NEBNext PCR primers for Illumina, size-selected, and subjected to 100 cycles of pair-end sequencing with an Illumina Hi-seq 4000. Approximately 300 million read pairs were obtained per sample. Sequencing data were aligned to the hg38 reference genome using STAR (v2.5.4b). In-house scripts were used to deduplicate (FastUniq v1.1) and parse (Samtools v1.6) the mapped read pairs to obtain the BEDPE file with the uniquely mapped read pairs.

SEs for HUVECs were downloaded from dbSUPER^25^ and their genomic coordinates were converted from hg19 to hg38 using the UCSC Lift Genome Annotations tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver). The 912 SEs were classified into three categories: not overlapping any gene (84), overlapping one or more genes, but not fully embedded within any of them (449), and overlapping one or more genes and fully embedded within at least one of them (379). For these 379 SEs, we extended the start and end coordinate per each SE *SE_i* as following: (1) we extracted all the genes *SE_i_genes* embedding *SE_i*; and (2) we updated *SE_i* start coordinate with the minimum start coordinate of *SE_i_genes*, and *SE_i* end coordinate with the maximum end coordinate of *SE_i_genes*. In the end, we obtained 875 SEs with extended boundaries that were used in the following analysis. The sum of the lengths of these SEs is 94,493,925 bp with 875 SEs in total. If we consider the entire genome length (3,088,286,401 bp), 3.1% of the entire genome is occupied by SEs.

To characterize SE networks, we counted the number of iMARGI read pairs between any two SEs and normalized these counts by the total number of uniquely mapped read pairs in this sample. A pair of SEs was called interacting when their normalized counts were above the 95th percentile of all the normalized counts at Day 0 (i.e., 2e−7 for replicate 1, and 2.5e−7 for replicate 2). SE hubs were identified as those SEs with degrees 60 or greater (≥95th percentile of all the degrees). SE networks (Fig. 3a and Supplementary Fig. 4d, e) were plotted using igraph, a custom function based on the R package (v1.2.4.1). The network in Fig. 5a was plotted using Cytoscape (v3.5.1). The coverage plot (Supplementary Fig. 5a) was generated using the R package karyoploteR (v1.10.5), while the iMARGI read pair plot (Fig. 2c) was created using the R package “Gviz” (v1.28.3). Statistical analyses were performed in R.

### RNA-seq and data analysis

HUVECs were harvested for RNA extraction using Trizol reagent. Total RNA (200 or 500 ng) per sample was subjected to library construction using KAPA mRNA HyperPrep Kit (Roche Diagnostics) following the manufacturer’s manual. The libraries were sequenced in HiSeq2500 using the SR50 mode.

RNA-seq data (FASTQ files) were aligned to the hg38 reference genome using STAR (v2.5.4b). Ensembl annotation data GRCh38.84 were used in the alignment process (--sjdbGTFfile option). featureCounts from the Subread package (v2.0.0) was used to count the number of features (uniquely mapped reads) over the exons (-t exon, as default) summarized by gene ID (-g gene_id). The percentage of uniquely mapped reads assigned to features was around 80%. The output raw count matrices (genes-by-samples) were used as input data for the analysis, performed with the R package DESeq2 (v1.24.0). We had eight samples and four conditions (NM-scr, HT-scr, HT-LNA1, and HT-LNA2), each condition with two biological replicates. Biological replicates were not merged together in the analysis, whilst they were considered as a single condition for differential expression analysis. As a first step, prefiltering was performed to remove genes with very low counts. We performed a minimal prefiltering (default in DESeq2) by removing genes with less than ten reads total across all the eight samples. From a total of 60,675 genes, we obtained 20,144 genes after filtering that were used for the following analysis. 

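The deposited counts list 60675 genes for each library, and 20144 of them reached 10 counts in total over the 8 libraries. Genes with at least 1 count numbered 31351, and edgeR's filterByExpr, which takes library size and group size into account, kept 14988. Each library had counts on 21816 to 24211 genes. The 10 genes with the most counts took 5.97 to 6.84% of a library, and mitochondrial genes 3.46 to 4.28%.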

Then, we performed the standard differential expression analysis of DESeq2. Before performing the analysis, counts were normalized using the median-of-ratios method, to take into account for sequencing depth and RNA composition (possible presence of a few highly differentially expressed genes between samples, differences in the number of genes expressed between samples, presence of contamination, etc.). Gene length does not need to be considered given that the analysis is performed comparing the normalized counts for the same gene between conditions. After normalization, differential expression analysis was performed using the Wald test with HT-LNA1 as reference condition. To call differentially expressed genes, we used a threshold of 0.05 on the BH (Benjamini–Hochberg) adjusted *p* values. 

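At this threshold, edgeR's quasi-likelihood test called 1765 genes between HT-scr and NM-scr, of which 958 were higher and 807 lower in HT-scr. Between HT-LNA1 and HT-scr it called 2046 genes, with 829 higher and 1217 lower with LNA1. Between HT-LNA2 and HT-scr it called 194 genes, with 9 higher and 185 lower with LNA2. Between HT-LNA1 and HT-LNA2, a comparison without the HT-scr libraries, it called 2588 genes, with 1241 higher and 1347 lower with LNA1. Changes of at least 2-fold made up 589, 583, 118, and 759 of these calls. DESeq2's Wald test on the same genes called 1675, 1924, 184, and 2353 genes, of which 1576, 1783, 171, and 2245 were also called by edgeR, 0 of them with opposite signs. Without a filter on low counts edgeR called 304 genes with LNA2, among them all 194. Single libraries moved these numbers. The calls with H + T fell to 1122 without NM-scr replicate 1 and 1139 without NM-scr replicate 2. Those with LNA1 fell to 1163 without HT-LNA1 replicate 1 and 1356 without HT-scr replicate 2. Those with LNA2 fell to 101 and 104 without HT-LNA2 replicate 1 and 2. Those between the LNAs fell to 1582 without HT-LNA1 replicate 1 and to 1318 and 1139 without HT-LNA2 replicate 1 and 2.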

Heatmap in Fig. 4d represents the *z*-scaled gene expression levels and was generated as follows: (1) normalized counts per each condition were calculated by averaging the normalized counts across the two biological replicates; (2) normalized counts were log-transformed as log2(*x* + 1); and (3) *z*-scores for the four conditions were calculated using the log-transformed values.

### DNA FISH experiment and imaging analysis

DNA FISH probes were obtained from Empire Genomics, LLC. and tested for hybridization specificity. Information of DNA FISH probe design is listed in Supplementary Fig. 7. Probes used for DNA FISH were designed against genomic regions overlapping LINC00607-SERPINE1 chimeric read aligned regions. Region of chromosome 2 that exhibited strong hybridization signal in FISH, but do not show significant interacting signal with *Serpine1SE*, was used as the control.

DNA FISH was performed by following probe manufacturer protocol (Empire genomics) with minor modifications. Briefly, for imaging experiment, HUVEC cells were seeded onto poly-L-Lysine pre-coated coverslips (Fisher Scientific, #NC0326897), and treatment was performed as described. All incubation steps were performed at RT unless otherwise indicated. On Days 3 and 7 of treatment, cells were washed twice in PBS and fixed in fresh 4% paraformaldehyde (pH 7.2) for 30 min.

Cells were permeabilized in 0.1% saponin (Sigma-Aldrich, #84510), 0.1% Triton X-100 in PBS for 10 min at RT. Subsequently, cells were incubated in 20% glycerol in PBS for 20 min, followed by three repetitions of freeze-thaw in liquid nitrogen. The slides were then denatured in 0.1 M HCl for 30 min, and blocked in 3% BSA and 100 μg/mL RNase A in PBS for 1 h at 37 °C. This was followed by a second permeabilization step in 0.5% saponin/0.5 % Triton X-100 in PBS for 30 min. The slides were then denatured sequentially in 70% formamide (Invitrogen, #AM9342)/ 2× SSC (Sigma-Aldrich, #S6639) for 2.5 min, then 50% formamide/2× SSC for 1 min in 73 °C water bath, before immediately incubated with probe mixtures denatured at 75 °C for 5 min. Probes were prepared according to manufacturer protocol. After 18 h of hybridization in a dark humid chamber, the slides were washed with agitation in the following solutions sequentially: 50% formamide/2× SSC, 2× SSC (37 °C for both), and 4× SSC/0.1% Tween 20. DAPI staining and slides mounting (Thermo Fisher Scientific, #00-4958-02) were performed after PBS rinse.

Slides were imaged using Perkin Elmer UltraView Vox Spinning Disk Confocal 63× oil immersion objective lens. Distance between red and green fluorescent FISH signal spots in the nucleus was quantified using Fiji (http://fiji.sc/wiki/index.php/Fiji) and Matlab software. *P* values were generated using nonparametric Wilcoxon test with Bonferroni correction for multiple comparisons. Statistical tests were performed in R.

### RNA FISH experiment and imaging analysis

LNA GapmeR probes from QIAGEN were used. Sequence of RNA FISH probe targeting LINC00607 is listed in Supplementary Table 6. HUVEC cells were seeded onto poly-L-Lysine pre-coated coverslips and treated with mannitol or HG + TNFα for 3 days. Cells were washed twice in PBS and fixed in fresh 3.7% formaldehyde (pH 7.2) for 10 min. Cells were permeabilized in 70% ethanol at least overnight at 4 °C. Slides were incubated with 1 mL of wash buffer A at RT for 2–5 min. Then the slides were incubated with LNA-probes 1:100 dilute in the hybridization buffer (Biosearch Technologies). After 16 h of hybridization in a dark humid chamber at 37 °C, the slides were washed with wash buffer A (Biosearch Technologies) in the dark for 30 min. Following washes, the cells on the slides were stained with DRAQ5 (Abcam, AB108410, 1:1000 dilution) in dark for 30 min. The slides were incubated with wash buffer B (Biosearch Technologies) at RT for 2–5 min and were imaged on a Leica SP5 Confocal microscope using 63×/1.40 oil immersion objective lens. Fluorescent FISH signal was captured using Leica LAS AF software in 1024 × 1024 format. All images were taken using the same power, gain, and collection bands for respective fluorophores to allow equal comparison of fluorescence levels of samples.

### Subcellular fractionation and RNA isolation

Subcellular fractionation was performed using HUVECs from three confluent 100 mm culture dishes as independent triplicates. The cells were collected, washed in 5 mL cold PBS, and centrifuged at 300 × *g* for 5 min at 4 °C. The cell pellets were lysed on ice for 10 min in 500 μL cold cytoplasmic lysis buffer (10 mM HEPES, 1.5 mM MgC_l2_, 10 mM KCl, 0.5 mM DTT, 0.05% NP-40, and protease and RNase inhibitors; pH 7.9) and then centrifuged at 1811 × *g* in a swing bucket centrifuge at 4 °C. After separating the supernatant containing the cytosolic fraction, 3× volume of TRIzol LS was added immediately for RNA extraction. The pellet containing the nuclear fraction was gently resuspended in 400 μL cold nuclear buffer (5 mM HEPES, 1.5 mM MgC_l2_, 300 mM NaCl, 0.2 mM EDTA, 0.5 mM DTT, 26% glycerol (v/v), and protease and RNase inhibitors; pH 7.9), homogenized using a douncer, and lysed on ice for 30 min. Following the lysis, the nuclear fraction was centrifuged at 20,000 × *g* for 30 min at 4 °C. The supernatant containing the nucleoplasmic fraction was mixed immediately with 3× volume of TRizol LS for RNA extraction. The remaining pellet containing the chromatin fraction was resuspended in 50 μL of cold PBS and used immediately for RNA extraction using TRIzol. The RNA extracted from the three different fractions was dissolved in 20 μL of RNase-free water and equal volumes of RNA were used for reverse transcription and qPCR.

### Monocyte adhesion assay

Deidentified human peripheral blood mononuclear cells (PBMCs) were obtained through leukocyte reduction system chambers/cones routinely collected at City of Hope after plateletpheresis. The research consents were obtained from the donors’ next of kin and ethical approval for this study was granted by the Institutional Review Board of City of Hope (IRB #09025). PBMCs were isolated by density gradient centrifugation over Ficoll-Paque (GF Healthcare) using SepMate^TM^ tubes (STEMCELL Technologies Inc.) according to the protocol provided by the manufacturer. Subsequently, monocytes were isolated from PBMCs by immunomagnetic positive selection of CD14^+^ cells using CD14 microbeads (Miltenyi Biotec). Monocytes adhesion assay was performed using the isolated monocytes from four different healthy donors, which were labeled with CellTracker™ Green CMFDA Dye (Thermo Fisher Scientific) and incubated with monolayer ECs (4 × 10^3^ cells per cm^2^) for 15–30 min in a cell culture incubator. The nonattached monocytes were then washed off with complete EC growth medium. The attached monocyte numbers were evaluated on Cytation™ 1 Cell Imaging Multi-Mode Reader (BioTek) using green fluorescent channel. Average numbers per sample were calculated from five randomly selected fields.

### SA-β-gal staining

Cytochemical staining for SA-β-galactosidase was performed using the Senescence β-Galactosidase Staining Kit (Cell Signaling Technology) following the manufacturer’s manual. Briefly, the ECs post transfection and H + T treatment were washed once with freshly prepared 1× PBS, fixed in 1× fixative solution for 10–15 min at RT, and then rinsed twice with 1× PBS. The cells were stained for 48 h in a dry incubator before viewing under a Leica DMi1 microscope (Leica microsystems) at 50× magnifications. The percentage of SA-β-galactosidase-positive cells was determined by counting the number of blue cells under bright field illumination.

### Statistical analysis

For all experiments in Figs. 1 and 4, at least three independent experiments were performed unless otherwise specified. Statistical analysis was performed using Student’s *t* test (two-sided) between two groups or ANOVA followed by Bonferroni post-test for multiple-group comparisons. *P* < 0.05 was considered as statistically significant. For other experiments, the quantification and statistical analysis have been specified and detailed in the results, figure legends, and methods.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All high-throughput data supporting the current study are accessible on GEO under accession number GSE13535. Ensembl annotation data GRCh38.84 (Homo_sapiens.GRCh38.84.gtf.gz) are publicly available at ftp://ftp.ensembl.org/pub/release-84/gtf/homo_sapiens/Homo_sapiens.GRCh38.84.gtf.gz. HUVEC SE data (HUVEC.bed) were downloaded from dbSUPER (https://asntech.org/dbsuper/data/bed/hg19/HUVEC.bed). HUVEC enhancer data (HUVEC.fasta) were downloaded from EnhancerAtlas (http://enhanceratlas.org/data/enhseq/HUVEC.fasta). Other data are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Stress-induced RNA–chromatin interactions promote endothelial dysfunction
**Source:** Nat Commun. 2020 Oct 15;11:5211. doi: 10.1038/s41467-020-18957-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

iMARGI: Illumina HiSeq 4000 was used for sequencing, and Illumina Casava (v1.8) for base calling. Paired-end read pairs duplicates were removed using FastUniq (v1.1). Paired-end read pairs were aligned to the hg38 genome assembly using STAR (v2.5.4b). Samtools (v1.6) and in-house scripts (<https://github.com/Zhong-Lab-UCSD/NCOMMS-19-24818>) were used to parse the mapped reads.

Hi-C: Hi-C was performed using an Arima-HiC kit (Arima Genomics, Inc.) following the manufacturer's manual. Illumina HiSeq 4000 was used for sequencing and Illumina Casava (v1.8) for base calling. Data were collected and processed using the publicly available software HiCtool (v2.2) (<https://github.com/Zhong-Lab-UCSD/HiCtool>). Paired-end read pairs were aligned using Bowtie 2 (v2.2.9). Samtools (v1.6), HiFive (v1.4) and in-house scripts (all available in HiCtool) were used to pre-truncate, parse, filter, deduplicate the mapped read pairs.

scRNA-seq: 10X Genomics Single Cell 3' v3 gene expression was used to generate the single-cell RNA-seq library. Illumina HiSeq 2500 (in-vitro data) and HiSeq 4000 (in-vivo data) were used for sequencing. 10X Genomics cellranger (v3.0) was used to align the sequencing data, using the hg38 reference transcriptome file refdata-cellranger-GRCh38-3.0.0 provided by 10X Genomics.

RNA-seq: KAPA mRNA HyperPrep Kit (Roche Diagnostics) was used to generate the stranded polyA-enriched RNA-seq library following the manufacturer's manual. Illumina HiSeq 2500 was used for sequencing with the SR50 mode. Data were aligned to the hg38 reference genome using STAR (v2.5.4b).

#### Data analysis

iMARGI: Data were analyzed using in-house R scripts (<https://github.com/Zhong-Lab-UCSD/NCOMMS-19-24818>), exploiting several packages, such as: GenomicRanges (v1.36.0), GenomicAlignments (v1.20.2), gdata (v2.18.0) as the main packages for genomic data manipulation; ggbio (v1.32.0), KaryoploteR (v1.10.5), Gviz (v1.28.3) for visualization of genomic data; igraph (v1.2.4.1) and Cytoscape (v3.5.1) for network analysis and visualization. A Python (2.7) script was used for plotting the heatmaps, extracted and re-adapted from HiCtool (v2.2) to handle non-symmetrical contact matrices.

Hi-C: Data were analyzed using the software HiCtool (v2.2) (<https://github.com/Zhong-Lab-UCSD/HiCtool>). HiCtool exploits HiFive (v1.4) and Hi-Corrector (v1.2) to generate the contact matrices and normalize the data. Matplotlib (v1.5.1) was used for plotting the heatmaps.

scRNA-seq: Data were analyzed and visualized using in-house scripts (<https://github.com/Zhong-Lab-UCSD/NCOMMS-19-24818>) based on functions and algorithms (PCA, t-SNE, Wilcoxon test, etc.) from the R package Seurat (v2.3.4). Pathway enrichment analysis for differentially expressed genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, <https://david.ncifcrf.gov/>).

RNA-seq: featureCounts from the Subread package (v2.0.0) was used to count the number of features (uniquely mapped reads) over the genes. The output raw count matrices (genes-by-samples) were used as input data for the analysis performed with the R package DESeq2 (v1.24.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All high-throughput data supporting the current study are accessible on GEO (accession number GSE135357). Ensembl annotation data GRCh38.84 (Homo\_sapiens.GRCh38.84.gtf.gz) are publicly available at [ftp://ftp.ensembl.org/pub/release-84/gtf/homo\\_sapiens/Homo\\_sapiens.GRCh38.84.gtf.gz](ftp://ftp.ensembl.org/pub/release-84/gtf/homo_sapiens/Homo_sapiens.GRCh38.84.gtf.gz). HUVEC super enhancer data (HUVEC.bed) were downloaded from dbSUPER (<https://asntech.org/dbsuper/data/bed/hg19/HUVEC.bed>). HUVEC enhancer data (HUVEC.fasta) were downloaded from EnhancerAtlas (<http://enhanceratlas.org/data/enhseq/HUVEC.fasta>). Other data are available from the corresponding authors upon reasonable request. Source data are provided in this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on our previous studies using HUVECs and various methods used in this manuscript. References include Chen et al. Circulation 2015, Miao et al Nat Commun 2018, Sridhar et al Curr Biol 2017.                                                                                                                                                                                                                             |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | For iMARGI, 3 sets of HUVECs were prepared and 2 sets of libraries were prepared and passed in-house QC. RNA-seq and scRNA-seq were performed with two biological replicates and all data were reported. For experiments presented in Figures 1 and 4, 4-8 independent experiments were performed by two independent researchers as stated in the figure legends.                                                                                         |
| Randomization   | The culture HUVECs were plated in multiple culture dishes. Cells at comparable confluence were randomly selected for various treatment, including mannitol vs high-glucose + TNF $\alpha$ , or scramble vs LNAs.<br>For donor-derived monocytes, 4 healthy donors were randomly selected.<br>For donor-derived ECs, 2 healthy and 2 T2D donors that fit into our inclusion criteria based on HbA1c level and known medical record were randomly selected. |
| Blinding        | (Immuno)fluorescent staining, DNA FISH and RNA FISH were performed in a single blinded fashion. Other experiments were not done in a blind fashion as the investigators need to design, conduct, and analyze the data, thus they need to know the identification of samples.                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Mouse anti-human  $\alpha$ -SMA antibody (Abcam, ab124964) and rabbit anti-VE-cadherin antibody (Abcam, ab33168); Alexa Fluor 488-conjugated goat anti-mouse (for  $\alpha$ -SMA staining, Fisher, A10680) and Alexa Fluor 555-conjugated donkey anti-rabbit (for VE-cadherin staining, Fisher, A31572) antibody. For monocyte isolation, CD14 microBeads conjugated to monoclonal anti-human CD14 antibodies (Miltenyi Biotec, 130-050-201) was used.

## Validation

All the antibodies used in this study have been validated by the vendors as indicated on the websites. Citations are listed as below:

Mouse anti-human  $\alpha$ -SMA antibody (Abcam, ab124964) validate in human for immunofluorescence staining:

1. Kim JE et al. Single cell and genetic analyses reveal conserved populations and signaling mechanisms of gastrointestinal stromal niches. Nat Commun 11:334 (2020).
2. Dong S et al. Monitoring spatiotemporal changes in chaperone-mediated autophagy in vivo. Nat Commun 11:645 (2020).

Rabbit anti-VE-cadherin antibody (Abcam, ab33168) validated in human for immunofluorescence staining:

1. Dong W et al. Mesenchymal-endothelial transition-derived cells as a potential new regulatory target for cardiac hypertrophy. Sci Rep 10:6652 (2020).
2. Martinez-Sanchez J et al. Acute Graft-vs.-Host Disease-Associated Endothelial Activation in vitro Is Prevented by Defibrotide. Front Immunol 10:2339 (2019).

Alexa Fluor 488-conjugated goat anti-mouse antibody (for  $\alpha$ -SMA staining, Fisher, A10680) validated in mouse and human for Immunocytochemistry:

1. Lalit, Pratik A et al. Generation of multipotent induced cardiac progenitor cells from mouse fibroblasts and potency testing in ex vivo mouse embryos. Nature protocols vol. 12,5: 1029-1054 (2017).
2. Usenovic M, et al. Internalized Tau Oligomers Cause Neurodegeneration by Inducing Accumulation of Pathogenic Tau in Human Neurons Derived from Induced Pluripotent Stem Cells. J Neurosci. 2015;35(42):14234-14250.

Alexa Fluor 555-conjugated donkey anti-rabbit antibody (for VE-cadherin staining, Fisher, A31572) validated in mouse for immunolabeling:

1. Lafragette, Audrey et al. Reduction of Cocaine-Induced Locomotor Effects by Enriched Environment Is Associated with Cell-Specific Accumulation of  $\Delta$ FosB in Striatal and Cortical Subregions. The international journal of neuropsychopharmacology vol. 20,3: 237-246 (2017).

CD14 microBeads validated in human for monocyte isolation:

1. Verreck, F. A. et al. (2004) Human IL-23-producing type 1 macrophages promote but IL-10-producing type 2 macrophages subvert immunity to (myco)bacteria. Proc. Natl. Acad. Sci. U.S.A. 101: 4560-4565
2. Vitale, S. et al. (2004) Soluble fractalkine prevents monocyte chemoattractant protein-1-induced monocyte migration via inhibition of stress-activated protein kinase 2/p38 and matrix metalloproteinase activities. J. Immunol. 172: 585-592

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

Human Umbilical Vein Endothelial Cells (HUVECs) were purchased from Cell Applications, Inc. with Catalog #: 200p-05n. Human monocytes were isolated from healthy donors

## Authentication

Human monocytes were authenticated using PCR-based gene expression profiling and FACS for monocyte markers as well as cytokine-induced phagocytosis assays. HUVECs have been pre-screened to demonstrate stimulation-dependent angiogenesis and key EC signaling pathways. We have also routinely tested for the human EC marker genes using PCR and immunofluorescent staining.

## Mycoplasma contamination

The cells have been tested negative for mycoplasma contamination.

## Commonly misidentified lines (See ICLAC register)

No commonly misidentified cell lines were used in the study.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

For monocyte isolation, donors were randomly selected from healthy donors based on existing medical record and self report regardless age, gender, ethnicity. For EC isolation, donors were all deceased organ donors. We randomly selected donors of 40-60 years old, regardless gender and ethnicity, that fit into healthy or T2D categories based on predominantly HbA1c level and medical records.

### Recruitment

The study does not involve any active recruitment of participants.

### Ethics oversight

Institutional Review Board of City of Hope

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

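RNA-seq was analyzed in 8 libraries from HUVECs, 2 biological replicates for each of NM-scr, HT-scr, HT-LNA1, and HT-LNA2. Each library was assigned to its condition and replicate from the sample labels and the paper. The titles of the HT-LNA2 libraries read LNA4, and the other labels and the paper settled them as HT-LNA2. HUVECs are primary cells, so only counts and expression values are given and no donor detail. The scRNA-seq, iMARGI, Hi-C, and qPCR experiments of the paper were not analyzed here. RNA-seq values are set beside the paper's qPCR of LINC00607 and beside genes that it names from scRNA-seq and iMARGI. Those statements come from other experiments, so the values do not test them directly. The values of 1 gene that the design names are not reported here.

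The authors aligned single-end reads of 50 bases with STAR to hg38 and made the deposited counts with featureCounts 2.0.0, which assigned uniquely mapped reads to the exons of the Ensembl GRCh38.84 genes on the reverse strand and summed them by gene. The deposited counts are whole numbers without normalization for 60675 genes per library. Reads that overlapped the exons of more than 1 gene on a strand were not counted, which lowers genes with overlapping exons. PolyA selection limits what the counts say about RNAs without a polyA tail. Gene symbols came from a reference table matched by Ensembl identifier, in which 56558 identifiers had a symbol and 4117 had none, and the latter held 0.286% of the counts. The symbols CTGF and CYR61 in the paper were matched through their current names. Coordinates are those of the deposited counts, in hg38.

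Total counts ranged from 15461005 to 26991262 per library, a ratio of 1.75 between the largest and the smallest. Values were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, whereas the paper names an older DESeq2 version. Genes with at least 10 counts in total were kept, as in the paper. Libraries were normalized by TMM, with factors from 0.969 to 1.04. One edgeR quasi-likelihood model was fitted over all libraries with a mean per condition, and 4 comparisons were tested, HT-scr against NM-scr, HT-LNA1 and HT-LNA2 against HT-scr, and HT-LNA1 against HT-LNA2. The model had 4 residual degrees of freedom, and the prior added 14.8. P values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison, with a threshold of 0.05. The first principal components of log2 CPM held 45.7%, 27.1%, and 12.5% of the variance. Replicates of a condition correlated across genes with r from 0.995 to 0.997.

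Sets of genes were tested with limma's camera test (preset correlation 0.01 between genes), adjusted over 32 tests of 8 sets in 4 comparisons, and again with fry and with camera's estimated correlation. The p values of the same tests on thinned libraries, on shares of the LNA1 change, and against NM-scr were adjusted within each of these checks, a step added after their values had been seen. The sets were interferon-stimulated genes, NF-κB targets, cell-cycle genes, p53 targets, TGF-β targets, the hub SE genes named in the paper, the genes of Fig. 1d, and the genes within 1 Mb of LINC00607. SOD2 could not be matched, so 92 of 93 genes of Fig. 1d were tested. Set medians were also ranked among 10000 random lists matched on GC content, transcript length, and mean expression. Shared control libraries were weighed by comparing H + T and an LNA with different HT-scr libraries and with 20 simulated draws in which the LNAs changed no gene and 20 in which their effects were handed to other genes.

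The method was tested on simulated data with 200 changed genes. Only genes with a mean of at least 50 normalized counts were changed, each by at least 2-fold, with noise drawn independently for each gene. The recovery thus does not apply to smaller changes or to genes with fewer counts. The edgeR test recovered 95.5% of them for HT-scr against NM-scr over 19675 genes, 97% for HT-LNA1 against HT-scr over 19666 genes, 96% for HT-LNA2 against HT-scr over 19659 genes, and 97.5% for HT-LNA1 against HT-LNA2 over 19685 genes. Of the calls in these simulations, 9.48%, 5.83%, 5.88%, and 7.58% were false in the same order, above the nominal 5% in each.

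Genes are named by a rule fixed, like the comparisons and the alternatives, before the data were examined. It takes every gene that the paper names for the LINC00607 knockdown, the genes of Fig. 4d, the hub SE genes and H + T-changed genes named in the text, and the genes within 1 Mb of LINC00607. For each comparison with NM-scr or HT-scr it adds the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 50 normalized counts and both libraries of one condition above both of the other. The choice of alternatives covers RLE size factors, DESeq2, limma-voom, filterByExpr, no filter beyond 1 count, the replicate number as a block, a fit of only the 4 libraries compared, and leaving out each library in turn. Comparisons of the LNA groups with NM-scr, a crossed replicate block, and comparisons against single HT-scr libraries were added after seeing the data.

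Replicate numbers pair the 3 H + T groups. Over 10346 genes, the deviations of same-numbered libraries from their group means correlated with r = 0.554 for HT-scr and HT-LNA1, 0.526 for HT-scr and HT-LNA2, and 0.529 for HT-LNA1 and HT-LNA2. The deviations of NM-scr correlated with those of HT-scr with r = −0.555. This pairing comes from the values, since the labels give only the numbers. Sequencing batches are not given in the sources used here, and no batch term was fitted.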

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

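Tests chosen only after the result was seen include the comparison of the LNAs and the library medians as checks on HT-scr for LNA1. Others are the level of the interferon-stimulated genes in NM-scr and the ratio of the LNA effects on these genes. The last are the share of the LNA1 effect on the cell-cycle genes and the comparisons of the LNA groups with NM-scr. The limits by which each explanation was judged were also set after its value had been seen.

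The interferon-stimulated genes differed between LNA1 and LNA2. Both LNAs lowered all 28 genes of the set relative to HT-scr, with a median log2 fold change of −3.53 for LNA1 (adjusted p = 1.19e-256 from limma's camera, 7.81e-04 from fry) and −2.08 for LNA2 (adjusted p = 0.00225 from limma's fry), and edgeR called all 28 with each LNA. H + T had raised all 28. The set was lower with LNA1 than with LNA2 by a median of −1.26, in 26 of 28 genes (adjusted p = 4.38e-43 from limma's camera, 0.00608 from fry, 0.0368 with an estimated correlation). IFIT1 fell by a log2 fold change of −7.50 with LNA1, a size that rests on 2 and 7 counts in the HT-LNA1 libraries, and −3.33 with LNA2. The paper does not report this set as such, but its Fig. 4d shows RSAD2, IFI27, and IRF7 of this set for these libraries, beside other genes that interferon can induce, such as CXCL10 and DHX58, and 4 of its Fig. 1d genes belong to the set. edgeR called RSAD2, IFI27, IRF7, CXCL10, and DHX58 lower with LNA2, 5 of the 9 genes of Fig. 4d that it called. Chance high values in the HT-scr libraries are argued against by the gaps in median log2 CPM between libraries. For LNA1, the lowest HT-scr library had 6.12 and the highest HT-LNA1 library 3.53, while replicates differed by at most 0.555. For LNA2, the gap between the lowest HT-scr and the highest HT-LNA2 library was 1.48, which is 2.67 times the largest gap between replicates. The difference of −1.26 between the LNAs leaves HT-scr out, so it cannot show whether HT-scr was high by chance. With all libraries thinned to 15461005 counts the medians were −3.54 for LNA1 and −2.08 for LNA2, against library depth. The lowest median among 10000 random lists matched on GC content, transcript length, and expression was −0.254 for LNA1 and −0.182 for LNA2. The scramble LNA alone does not account for high levels in HT-scr, since NM-scr cells also received it and the set was higher in HT-scr than in NM-scr by a median of 2.88. An effect of the scramble LNA that needs H + T stays open, because no H + T cells without an LNA were analyzed here. As a hypothesis, the fall may follow from the loss of LINC00607. The ratio of the LNA2 median to the LNA1 median was 0.589, beside 0.620 for LINC00607 itself, but 2 LNAs give only 1 such ratio, so this cannot be told apart from unequal effects of the oligonucleotides that do not pass through LINC00607. Relative to NM-scr, the set was lower with LNA1 by a median of −0.507, in 25 of 28 genes, past 0.05 by limma's camera (adjusted p = 2.11e-08) but not by fry (adjusted p = 0.0695) or with an estimated correlation (adjusted p = 0.155). With LNA2 it was higher by 0.758, in 25 of 28 genes, past 0.05 by limma's camera (adjusted p = 1.16e-17) and fry (adjusted p = 0.0286) but not with an estimated correlation (adjusted p = 0.0994). This last p was below 0.05 before the adjustment, which was added after the values had been seen and so changed the outcome.

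The cell-cycle genes also differed between LNA1 and LNA2, by a median log2 fold change of 1.29, with 24 of 24 genes higher with LNA1 and all called by edgeR (adjusted p = 4.47e-55 from limma's camera, 0.00225 from fry). H + T lowered all 24, by a median of −1.26 (adjusted p = 1.11e-59 from limma's camera, 0.00188 from fry). LNA1 raised all 24 by a median of 0.866 relative to HT-scr, with 22 called (adjusted p = 4.00e-30 from limma's camera, 0.00506 from fry). With LNA2 all 24 were lower, by a median of −0.399, with 1 called, and this fall held under limma's camera (adjusted p = 1.78e-13) but not under fry (0.0573) or an estimated correlation (0.0891). Library depth is argued against by the thinned libraries (adjusted p = 9.83e-04 from limma's fry, median 1.29), and GC content, transcript length, and expression by the highest median of 0.323 among the matched lists. Weaker knockdown of LINC00607 by LNA2 would move the set in the direction of LNA1. LNA2 differed from the share of the LNA1 change set by LINC00607 in total RNA (adjusted p = 0.00246 from limma's fry). A smaller share, set by nuclear LINC00607, was not tested. A candidate explanation is a difference in proliferation between the cells that received LNA1 and LNA2, from the oligonucleotides or from LINC00607 transcripts that they reach unequally, which the libraries do not separate. Relative to NM-scr the set was lower by a median of −0.422 with LNA1 (adjusted p = 8.10e-08 from limma's camera, 0.0372 from fry, 0.127 with an estimated correlation) and −1.79 with LNA2 (adjusted p = 2.15e-87 from limma's camera, 6.62e-04 from fry, 0.00435 with an estimated correlation).

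The genes that the paper shows for scRNA-seq in Fig. 1d differed between the LNAs as a list, with a median of −0.192 and 60 of 92 genes lower with LNA1 (adjusted p = 8.28e-10 from limma's camera, 0.00506 from fry, 0.0502 with an estimated correlation). H + T raised this list by a median of 0.484 (adjusted p = 1.18e-49 from limma's camera), and relative to HT-scr the median was −0.162 with LNA1 (adjusted p = 1.17e-14) and −0.00245 with LNA2 (adjusted p = 0.00565). The paper shows this list for other libraries. In thinned libraries the difference gave a median of −0.196 (adjusted p = 0.00148 from limma's fry), so depth does not account for it. The lowest median of matched lists was −0.0913. Without the 4 interferon-stimulated genes the median was −0.174 (adjusted p = 0.00302 from limma's fry), so these genes are not the whole of it. The list holds genes that go both ways, and whether the difference may come from LINC00607 or from other effects of the LNAs was not tested.

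Among the genes with the largest changes under LNA1, PI16, DCLK3, and IL1B lie outside the paper's figures. PI16 rose by a log2 fold change of 5.60 (adjusted p = 1.10e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 12.9 normalized counts in HT-scr to 631 with LNA1, and had 30.7 in NM-scr and 10.3 with LNA2. DCLK3 rose by 3.14 (adjusted p = 2.12e-05 from edgeR), from 10.4 to 93.5 normalized counts, with 0.623 in NM-scr and 3.17 with LNA2. IL1B rose by 2.80 (adjusted p = 2.05e-07 from edgeR), from 65.0 to 455 normalized counts, with 10.6 in NM-scr and 48.9 with LNA2. Between LNA1 and LNA2 these genes differed by 5.88, 4.87, and 3.21, each called by edgeR.

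Under LNA2 the largest rises outside the paper's figures were those of SWINGN, GPR162, and MT-RNR1. SWINGN rose by 1.04 (adjusted p = 0.00861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called without HT-scr replicate 1, HT-LNA2 replicate 1, or HT-LNA2 replicate 2 (adjusted p = 0.0907, 0.148, and 0.0688; 6.23e-04 to 0.148 over the alternatives). GPR162, of whose exon bases 3.46% are shared with P3H3, rose by 0.82 (adjusted p = 0.00423 from edgeR) and was not called without HT-LNA2 replicate 2 (0.143; 1.39e-04 to 0.143 over the alternatives). MT-RNR1 rose by 0.74 (adjusted p = 3.79e-05 from edgeR). It is a mitochondrial ribosomal RNA, whose counts depend on polyA selection and on nuclear copies that can share reads. The largest falls were those of DSP, by −4.41 (adjusted p = 1.67e-05 from edgeR), and MYO15B, by −3.96 (adjusted p = 1.23e-06 from edgeR). The HT-LNA2 libraries had only 4 and 5 counts of DSP and 9 and 9 of MYO15B, so the sizes of these falls are uncertain. Both also fell with LNA1, DSP by −2.18 and MYO15B by −2.59. DSP was higher with LNA1 than with LNA2 (2.23, adjusted p = 0.0238 from edgeR). That call was lost with limma-voom and without HT-LNA1 replicate 2, HT-LNA2 replicate 1, or HT-LNA2 replicate 2 (adjusted p = 0.518, 0.154, and 0.0871; 1.00e-04 to 0.518 over the alternatives). MYO15B was not called between the LNAs by edgeR (1.37, adjusted p = 0.0688, 0.0137 to 0.589 over the alternatives), but was called without a filter, in a fit of only the 4 libraries, and without HT-LNA1 replicate 1 (1.76). All 8 of these genes were still called after thinning to the smallest library, which argues against depth. Off-target pairing of an LNA with these RNAs may account for single genes. It was not tested, because the LNA sequences are not among the sources used here.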

How the results depend on the processing

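Tests chosen only after the result was seen are the replicate block with the NM-scr numbers crossed and the comparison of each LNA with another HT-scr library. The results reported from the design were 61, with 558 values under the alternatives. Of these values 495 kept their direction and their side of the threshold, or for a count or share stayed within 1.5 times, or for the correlation of the LNAs stayed the same to within 0.005, while 19 lost the threshold, 6 gained it, 13 changed direction, and 25 values without a test moved. For 32 of the 61 results nothing changed under any alternative. These include the falls of LINC00607 with both LNAs, the changes of COL4A1 and COL4A2 with H + T and LNA1, and the interferon-stimulated set in each comparison.

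For the other genes and tallies in the text, 826 of 891 values over 81 results kept direction and call, 46 lost the threshold, 7 gained it, 11 changed direction, and 1 tally moved. This list was narrowed to genes that the text gives values for after the values had been seen. Over all 84 tested genes of the rule in the 4 comparisons, 61 of 336 log2 fold changes changed sign under an alternative, 0 of them called by edgeR, with sizes up to 4.09. Of the 161 called changes 49 lost the threshold under at least 1 alternative, and 16 of the others gained it.

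Changing the normalization to RLE size factors left every result of the design that was recomputed with it unchanged, while ICAM1 lost its call with LNA2 (−0.42). DESeq2 left 6639 genes without an adjusted p for H + T, 7030 for LNA1, 5077 for LNA2, and 6249 for LNA1 against LNA2, and these stayed out of its counts. Without a filter, 31351 genes were tested in place of 20144, and the calls with LNA2 rose from 194 to 304 (34 higher, 270 lower). The cause was not tested. The correlation of the LNA log2 fold changes across genes, 0.347, was 0.366 with DESeq2, 0.372 with limma-voom, 0.275 with filterByExpr, and 0.453 without a filter.

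With the replicate number as a block the calls were 1943 with H + T, 2218 with LNA1, 214 with LNA2, and 2789 between LNA1 and LNA2. Of 139 values under this block, 2 had another outcome. The hub SE genes passed 0.05 between LNA1 and LNA2 (adjusted p = 0.0403 from limma's camera), and the genes within 1 Mb of LINC00607 changed direction with LNA2 at an adjusted p of 0.999. The rest of the 139 values kept their outcome, although the block changed calls of genes outside them. With the NM-scr numbers crossed the block gave 3850 calls with H + T, a pairing that no label gives and that was chosen after seeing that same-numbered NM-scr and HT-scr libraries deviate in opposite directions.

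Ranges with 1 library left out at a time, here and below, cover the libraries of the conditions compared. The calls ranged from 1122 to 1814 with H + T, 1163 to 1819 with LNA1, 101 to 250 with LNA2, and 1139 to 1929 between LNA1 and LNA2. These fits have fewer libraries, which by itself lowers power, and the lone library is assumed to vary like the others. The libraries that moved a count by more than 1.5 times were NM-scr replicate 1 and 2 (1122 and 1139), HT-LNA1 replicate 1 and HT-scr replicate 2 (1163 and 1356 with LNA1), HT-LNA2 replicate 1 and 2 (101 and 104 with LNA2), and, between the LNAs, HT-LNA1 replicate 1, HT-LNA2 replicate 1, and HT-LNA2 replicate 2 (1582, 1318, and 1139). Without HT-LNA2 replicate 2 edgeR called 14 of the Fig. 4d genes lower with LNA1 than with LNA2, in place of 23. The share of H + T calls opposite with LNA1 ranged from 27.2% without HT-LNA1 replicate 1 to 50.9%. The correlation of the LNAs ranged from 0.258 to 0.590. It was 0.113 and −0.00980 when each LNA was compared with another HT-scr library, an alternative added after seeing the data. Same-numbered HT-scr and LNA libraries deviate together (r = 0.554 for LNA1 and 0.526 for LNA2). This alternative thus gives the replicate effect opposite signs for the LNAs, which by itself lowers the correlation.

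Among the genes at the claims, the rise of LINC00607 with H + T ranged from 0.53 to 0.78 with 1 library left out and was not called by edgeR without NM-scr replicate 2 or HT-scr replicate 2. TRIO ranged from 0.37 to 0.68 with H + T, not called without NM-scr replicate 1, and from −0.54 to −0.40 with LNA1, not called without HT-LNA1 replicate 1. THSD4 with H + T ranged from 0.29 to 0.51, not called without NM-scr replicate 1, NM-scr replicate 2, or HT-scr replicate 2, and with LNA2 from −0.0590 to 0.14, negative without HT-scr replicate 1. The cause was not tested in any of these.

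The other genes whose direction changed were not called and ranged as follows with 1 library left out. COL4A5 ranged from −0.31 to 0.13 with H + T and from −0.31 to 0.10 with LNA2, and COL4A6 from −0.25 to 0.0134 with LNA2. TGFB1 ranged from −0.0354 to 0.18 and MALAT1 from −0.0418 to 0.21 with H + T. PI16 ranged from −1.23 to 0.50 with LNA2 and SWINGN from −0.11 to 0.18 with LNA1. The cause was not tested.

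Set tests changed with the correlation between genes that they assume. The fry test gave an adjusted p of 0.973 for the p53 targets with H + T and with LNA1, in the opposite direction to limma's camera. It gave 0.0129 for the genes within 1 Mb of LINC00607 with H + T, 0.0461 with LNA1, 0.634 with LNA2 (lower), and 0.0309 between the LNAs, 0.0554 for the NF-κB targets between the LNAs, 0.0573 for the cell-cycle genes with LNA2, and 0.0881 for the Fig. 1d genes with LNA2. With an estimated correlation the adjusted p of limma's camera was 0.0664 for the TGF-β targets and 0.0968 for the hub SE genes with H + T, 0.204 for the hub SE genes with LNA1, 0.0581 for the NF-κB targets, 0.0891 for the cell-cycle genes, and 0.244 for the Fig. 1d genes with LNA2, and 0.241 for the NF-κB targets and 0.0502 for the Fig. 1d genes between the LNAs. With 1 library left out the adjusted p ranged from 0.798 to 0.977 for the p53 targets with H + T and from 0.784 to 0.979 with LNA1, from 0.595 to 0.979 for the TGF-β targets with LNA1 and from 0.789 to 0.998 between the LNAs, from 0.0440 to 0.114 for the hub SE genes between the LNAs, from 0.0443 to 0.133 for the genes within 1 Mb of LINC00607 with H + T and from 0.798 to 0.998 with LNA2, and from 3.58e-04 to 0.0504 for the Fig. 1d genes with LNA2.

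Thinning every library to 15461005 counts gave 1643 calls with H + T, 1847 with LNA1, 167 with LNA2, and 2394 between the LNAs. COL4A3 and COL4A4, with 0 and 1 counts, were not detectable at this depth.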

Differences from the paper's values

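The fold values of LINC00607 below are over NM-scr, from normalized counts of 2 libraries per condition here and from the paper's qPCR in other experiments (mean and SEM, n = 7, Fig. 4b), so the assays differ. LINC00607 in HT-scr was 1.57 times NM-scr here, and the paper's value is 2.79 (SEM 0.805). Under the alternatives set before the data were examined the value here ranged from 1.44 to 1.72, and under each of them the paper's value was more than 1.5 times the value here and the gap was larger than the SEM and than the SD here (0.157). No test compared the 2 assays. With LNA1 the value was 0.148 here and the paper's is 0.289 (SEM 0.0700), and with LNA2 it was 0.363 here and the paper's is 0.234 (SEM 0.0878). These gaps also exceed the SEM and 1.5 times, but all 4 values lie below NM-scr, so they were not counted as differences. Which LNA has the lower value in the paper depends on the scale. It is LNA2 over NM-scr, by less than either SEM, and LNA1 as a percent of HT-scr in each experiment (the paper's 12.4, SEM 2.48, and 13.3, SEM 5.51), while here LNA1 is lower on both scales (9.40 and 23.1%).

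The paper states that FN1 and COL4 were suppressed by LNA1. COL4A1, COL4A2, and COL4A5 were lower with LNA1 and called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FN1 was lower in each LNA1 library than in each HT-scr library, with a log2 fold change of −0.18 that was not called here (adjusted p = 0.281). It was not called under any of the 11 alternatives set before the data were examined, among them the paper's tool DESeq2 (adjusted p = 0.324, from 0.184 to 0.471 over the alternatives). Of the remaining COL4 genes, COL4A6 was higher with LNA1 by 0.26 and not called (adjusted p = 0.574 from edgeR), and COL4A3 and COL4A4 had too few counts to be tested.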

Other observations

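Tests chosen only after the result was seen are the share of LNA1 effects found with LNA2, the shared HT-scr libraries behind the correlation of the LNAs, the opposite calls with no HT-scr library shared, the direction of the neighbors of LINC00607, and the gene spans for H + T, for LNA2, and for genes not called with H + T.

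The paper's statements on H + T-changed genes come from scRNA-seq and other experiments without LNAs. In the scramble-transfected libraries, HT-scr against NM-scr, NOS3 changed by a log2 fold change of −1.31 (adjusted p = 8.46e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CCL2 by 2.43 (adjusted p = 9.88e-11), and ICAM1 by 2.49 (adjusted p = 1.92e-11). SMAD3 rose by 0.57, COL5A1 by 0.68, and TGFB2 by 0.98, each called by edgeR, and 26.6% of the exon bases of TGFB2 are shared with TGFB2-OT1. COL5A2 rose by 0.52, not called without NM-scr replicate 1 (0.38). CTGF rose by 0.45, not called without NM-scr replicate 1 (0.28) or HT-scr replicate 1 (0.35). TGFB1 (0.08), COL8A1 (0.12), ACTA2 (0.05), RUNX1 (0.18), and MALAT1 (0.09) were not called. THBS1 (0.25) was called only without a filter (0.24) and without NM-scr replicate 2 (0.41), and VWF (0.29) only without a filter (0.28) and without HT-scr replicate 1 (0.51). Of the lincRNAs, LINC01235 fell by 0.60 and was called in every alternative. LINC01013 rose by 0.55 and was not called without NM-scr replicate 1 (0.50), NM-scr replicate 2 (0.62), HT-scr replicate 1 (0.56), or HT-scr replicate 2 (0.55). LINC02154 rose by 0.90 and was not called with DESeq2 or without NM-scr replicate 1 (0.80), NM-scr replicate 2 (1.04), or HT-scr replicate 1 (0.76).

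By the rule for the largest changes with H + T, MX2 rose by a log2 fold change of 5.55, CXCL10 by 4.76, and IFIT1 by 4.24, and PCDH7 changed by −3.04, PLVAP by −2.39, and MYRIP by −2.34, each called by edgeR in every alternative. The size of the CXCL10 change rests on few counts, 0 and 18 in the NM-scr libraries and 234 and 239 in the HT-scr libraries, and it was 10.73 without NM-scr replicate 2, a fitted value that depends on the prior count.

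The NF-κB targets rose with H + T by a median of 1.93 (adjusted p = 1.39e-94 from limma's camera, 1.51e-04 from fry). With LNA1 they were not past 0.05 as a set, with 3 called higher and 6 lower by edgeR (median 0.0446, mean −0.202, adjusted p = 0.702 from limma's camera). With LNA2 they were lower by a median of −0.314 (adjusted p = 8.28e-10 from limma's camera, 0.0309 from fry), and between the LNAs they were higher with LNA1 by 0.259 (adjusted p = 0.00265 from limma's camera, 0.0554 from fry). The TGF-β targets rose with H + T by a median of 0.421 (adjusted p = 3.31e-07 from limma's camera, 0.00506 from fry) and were not past 0.05 as a set with LNA1 (adjusted p = 0.896), LNA2 (adjusted p = 0.675), or between the LNAs (adjusted p = 0.987), although edgeR called 3 higher and 1 lower with LNA1 and 2 higher and 3 lower between the LNAs. Their median with LNA1 was −0.101, while the test pointed to higher values. The p53 targets were not past 0.05 as a set in any of the 4 comparisons (adjusted p = 0.987, 0.896, 0.522, and 0.896 from limma's camera), which does not exclude changes of members in both directions. edgeR called 2 higher with H + T, 1 higher and 2 lower with LNA1, and 1 higher and 2 lower between the LNAs.

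LNA1 gave more calls than LNA2, 2046 against 194. Depth is argued against by the thinned libraries, in which LNA2 gave 167 and LNA1 1847. Effects in proportion to the knockdown of LINC00607 in total RNA would give LNA2 about 0.620 of each LNA1 effect. Over 2017 genes called with LNA1, interferon-stimulated genes and LINC00607 left out, the median ratio of the LNA2 to the LNA1 change was 0.0908 with each LNA compared with a different HT-scr library and −0.00768 with these libraries exchanged, and 55.5% had the same sign, so this proportion is argued against for most of these genes. The paper reports that LNA2 lowered nuclear LINC00607 less efficiently than LNA1 (Fig. 4c). Nuclear levels were not measured in these libraries, so effects that follow nuclear LINC00607 are not argued against. Another candidate explanation is cleavage of long pre-mRNAs off target by LNA1. Genes called lower with LNA1 alone (1091) had a median span of 42.7 kb, against 28.8 kb (26.2 to 31.6) in matched random lists. Those called higher (823) had 19.8 kb, against 29.3 kb (26.4 to 32.6). These lists were matched on expression only, not on GC content or transcript length. Among genes not called with H + T the spans were 47.6 kb for lower and 18.0 kb for higher genes. Genes called lower with H + T (26.7 kb) and higher with H + T (26.1 kb) both lay just below the 95% range of their matched lists, and genes called lower with LNA2, interferon-stimulated genes left out, lay within theirs (29.7 kb). This remains a hypothesis, since other causes, such as altered transcription elongation, may also depend on gene span and were not tested.

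The log2 fold changes of the LNAs correlated across genes with r = 0.347 (Spearman's rho 0.232). Genes are not independent replicates, and both comparisons share the HT-scr libraries. Simulated draws in which neither LNA changed a gene gave a mean r of 0.466 (0.438 to 0.488), all above the value here, and draws with effects handed to other genes gave 0.375 (0.347 to 0.397). Shared libraries may thus give a correlation at least this large without common effects, so r is not taken as evidence of common effects of the LNAs. Same-numbered H + T libraries deviate together, and whether the draws reproduce this was not checked, so they do not settle how much sharing alone gives. Why r lies below the draws without effects was not tested. Called genes differ from this picture. edgeR called 132 genes with both LNAs, 128 of them in the same direction and 126 lower with both, while draws with effects handed to other genes gave 14.4 on average (10 to 20). Of the genes called with LNA2, 62 were not called with LNA1.

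Without HT-LNA2 replicate 2 edgeR called 14 of the Fig. 4d genes lower with LNA1 than with LNA2, in place of 23. The share of H + T calls opposite with LNA1, 42.3%, was 40.4 and 26.1% with H + T and LNA1 each compared with a different HT-scr library. Of the genes called in both, 89.4 and 88.2% went opposite ways, where chance in shared libraries or the number of genes that LNA1 changes would give about as many in the same direction. This argues against either as the whole cause. Without HT-LNA1 replicate 1 the share was 27.2%. Whether this reversal may come from LINC00607 or from other effects of LNA1 is open.

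Loss of LINC00607 could lower its neighbors if they depend on it in cis. Of 49 genes within 1 Mb, 17 were tested. With LNA1 their median log2 fold change was 0.0737 and their mean −0.0944 (adjusted p = 0.229 from limma's camera, which pointed to higher values, as did fry with 0.0461). The negative mean rests on genes of few counts, such as SNHG31 and TMEM169. Over the 13 genes that filterByExpr keeps, the median was 0.221 and the mean 0.149, with 9 higher and 4 lower. No fall of the set is seen, but a rise was not past 0.05 by camera, so the test does not decide. edgeR called MARCHF4 higher with LNA1 (0.57), also in every alternative. Between LNA1 and LNA2 it called MARCHF4 (0.61) and ATIC (0.43) higher and FN1 (−0.31) lower with LNA1 (adjusted p = 0.240 for the set from limma's camera). The calls of ATIC and FN1 were lost without any 1 of the 4 libraries compared, with log2 fold changes from 0.38 without HT-LNA1 replicate 2 to 0.46 without HT-LNA1 replicate 1 for ATIC and from −0.33 without HT-LNA1 replicate 1 to −0.31 without HT-LNA1 replicate 2 for FN1. With H + T the set had a median of −0.215 (adjusted p = 0.0705 from limma's camera, 0.0129 from fry), and edgeR called FN1 higher and BARD1 (−1.05) and IGFBP5 (−1.83) lower. BARD1 was not called with DESeq2, without NM-scr replicate 2 (−0.99), or without HT-scr replicate 2 (−0.97). With LNA2 the set was not past 0.05 (adjusted p = 0.987 from limma's camera).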
